# Overdominant expression of genes plays a key role in root growth of tobacco hybrids

**DOI:** 10.3389/fpls.2023.1107550

**Published:** 2023-01-31

**Authors:** Kai Pi, Ying Huang, Wen Luo, Shuaibo Zeng, Zejun Mo, Lili Duan, Renxiang Liu

**Keywords:** heterosis, overdominant expression, root system, transcriptomics, WGCNA

## Abstract

Heterosis has greatly improved the yield and quality of crops. However, previous studies often focused on improving the yield and quality of the shoot system, while research on the root system was neglected. We determined the root numbers of 12 F_1_ hybrids, all of which showed strong heterosis, indicating that tobacco F_1_ hybrids have general heterosis. To understand its molecular mechanism, we selected two hybrids with strong heterosis, GJ (G70 × Jiucaiping No.2) and KJ (K326 × Jiucaiping No.2), and their parents for transcriptome analysis. There were 84.22% and 90.25% of the differentially expressed genes were overdominantly expressed. The enrichment analysis of these overdominantly expressed genes showed that “Plant hormone signal transduction”, “Phenylpropanoid biosynthesis”, “MAPK signaling pathway - plant”, and “Starch and sucrose metabolism” pathways were associated with root development. We focused on the analysis of the biosynthetic pathways of auxin(AUX), cytokinins(CTK), abscisic acid(ABA), ethylene(ET), and salicylic acid(SA), suggesting that overdominant expression of these hormone signaling pathway genes may enhance root development in hybrids. In addition, *Nitab4.5_0011528g0020、Nitab4.5_0003282g0020、Nitab4.5_0004384g0070* may be the genes involved in root growth. Genome-wide comparative transcriptome analysis enhanced our understanding of the regulatory network of tobacco root development and provided new ideas for studying the molecular mechanisms of tobacco root development.

## Introduction

The growth period of tobacco is about 120 to 130 days. The plant is tall and needs a lot of water and nutrients for growth and development, and these substances are transported to the shoot *via* the root system (Zhaojun, 2021). The root system is an indispensable organ for tobacco growth and consists of three parts: main root, lateral root, and adventitious root. Many lateral roots can produce secondary lateral roots and tertiary lateral roots, which become the main part of the root system (Yang et al., 2002). Tobacco roots, like most plant roots, have the functions of absorbing and transporting soil moisture and inorganic salts, fixing and supporting plants, and synthesizing amino acids and proteins (Meister et al., 2014), which have a great impact on the growth and development of tobacco plants and the yield and quality of tobacco leaves. In addition, the iconic tobacco product, nicotine, is synthesized in the root system and then transported to the leaves (Solt, 1959) and is extremely important for the smoking quality of tobacco (Tong et al., 2020). Heterosis is a common natural phenomenon, which refers to when heterozygotes generated by hybridization are superior to the two parents in terms of growth potential, biomass, stress resistance, and adaptability (Shull, 1908). In most previous studies, heterosis is usually demonstrated in terms of biomass, yield, and stress resistance (Fujimoto et al., 2018; Li et al., 2021). In recent years, however, some studies have shown that the level of heterosis in root traits may be higher than that in the overground part (Ju et al., 2018; Dafna et al., 2021), and some efforts have been made to reveal the molecular mechanism of heterosis in root development (Paschold et al., 2010; Shalby et al., 2021), which means that the root system may be the perfect organ to study the genetic basis of tobacco heterosis. Although there are several genetic models used to describe heterosis, including dominant, overdominant, and epistasis, but its molecular basis remains poorly understood (Chen, 2013). To better understand heterosis, Thiemann et al. (2014) proposed two models of gene expression correlation: additive and non-additive expression patterns. In different crops, gene expression shows different additive and non-additive expression patterns (Tian et al., 2018; Shahzad et al., 2020; Shalby et al., 2021). In recent years, a large number of transcriptome research advances have provided new insights into the molecular basis of heterosis in species such as *Arabidopsis* (Fujimoto et al., 2012; Wang et al., 2019; Liu et al., 2020), rice (Shao et al., 2019; Ren et al., 2020), maize (Ko et al., 2016), and rape (Xiong et al., 2022).

Root development is the result of the synergistic action of various plant hormones. Hormones play an important role in root development through regulation of gene expression (Jia et al., 2022). Auxin (AUX), one of the most important plant hormones, regulates the growth of primary and lateral roots by promoting cell division and elongation (Rivas et al., 2022). Furthermore, cytokinins (CTKs) have been reported to have important control roles in the regulation of root structure and nutrients (Muraro et al., 2011). Abscisic acid (ABA) has an important control role in regulating root adaptive responses (Belda-Palazon et al., 2018; Ma et al., 2018). Ethylene (ETH) plays an important control role in root cell elongation (Song et al., 2019). Salicylic acid (SA) controls root growth by regulating the activity of root apical meristem (Bagautdinova et al., 2022), and studies have shown that *Arabidopsis* hybrids with superior SA content exhibit root growth heterosis (Zhang et al., 2016). The research shows that the number of root cells, cell differentiation and other processes will affect the root development (Cuadrado et al., 1987). Hormone content can also affect root development by affecting the number of root cells, cell differentiation and other processes (McCarthy-Suárez, 2021).

In tobacco, heterosis can be used to obtain tobacco hybrids with higher nicotine and potassium contents than the parents, and our previous studies have shown that nicotine heterosis is due to the higher efficiency of nicotine synthesis in hybrids (Tian et al., 2018; Mo et al., 2021). Since nicotine is synthesized in the root system (Solt, 1959), tobacco roots may be the basis for the heterosis of nicotine and potassium contents, which directly affects the development and quality of tobacco leaves. Therefore, this study preliminarily revealed the expression of early root heterosis in tobacco and performed transcriptome sequencing of two hybrids with strong heterosis to analyze the differentially expressed genes (DEGs), gene expression patterns, and biological processes that mediate heterosis in root growth. These new findings may help to reveal the biological mechanism of tobacco root heterosis and discover related candidate genes. These findings may also be significant in guiding the selection of new tobacco germplasm with high yield and high quality.

## Materials and methods

### Plant materials, growth conditions, and sample preparation

Based on our previous research (Tian et al., 2018; Pi et al., 2022), we selected the hybrids and their parents with different nicotine and potassium contents, and 12 hybrids were made from 7 parents according to the incomplete diallel crossing (NCII) method(**Supplementary File 1, Table 1**). All materials were provided by Guizhou Key Laboratory of Tobacco Quality Research. From 2021-2022, in the tobacco research base of Guizhou University, Yangwu Township, Anshun City, Guizhou Province, China, Seeds were sown in greenhouses using the floating seedling method, and the seedlings with six real leaves were sampled. The methods were as follows: Firstly, 3 seedlings with similar growth vigor were selected for root phenotype determination. After that, fresh biological samples were frozen with liquid nitrogen and stored in an ultra-low temperature refrigerator at - 80 ℃. These fresh samples were used for transcriptome sequencing analysis and RT-qPCR.

### Determination of root phenotype and calculation of heterosis

The cleaned complete root system was scanned with the root scanner LA2400 to obtain a clear image of the root structure. Use WinRhizo Pro 2021a software (Regent, Canada) to count tobacco root tips.

### RNA isolation and sequencing

Total RNA was extracted from the root tissue using TRIzol^®^ Reagent (Plant RNA Purification Reagent for plant tissue) according to the manufacturer’s instructions (Invitrogen), and genomic DNA was removed using DNase I (TaKara). Then RNA quality was determined by 2100 Bioanalyser (Agilent) and quantified using the ND-2000 (NanoDrop Technologies). Only high-quality RNA sample (OD260/280 = 1.8~2.2, OD260/230≥2.0, RIN≥6.5, 28S:18S≥1.0, >1μg) was used to construct sequencing library. Paired-end RNA-seq sequencing library was sequenced with the NovaSeq 6000 sequencer (2 × 150bp read length).

### Transcriptomics data processing and analysis

By preprocessing the raw reads, short sequences with a length <25 nt and low quality sequences were removed. After preprocessing, the obtained reads were mapped to the *Nicotiana tabacum* sequenced cultivar K326 genome (Edwards et al., 2017) using the splice-aware mapping tool, Tophat2 (Kim et al., 2019). RSEM was used to quantify gene abundances (Li and Dewey, 2011). Essentially, differential expression analysis was performed using the DESeq2 (Love et al., 2014), DEGs with |log2FC| ≥ 1 and p ≤ 0.05 were considered to be significantly different expressed genes. Gene ontology (GO) functional-enrichment analysis were carried out by Goatools (Klopfenstein et al., 2018). In addition, we use PlantTFDB (http://planttfdb.gao-lab.org/) Transcription factor analysis of genes.

### Classification of gene expression patterns

In order to divide the differentially expressed genes into 12 expression modes, according to the definition of Rapp et al. (2009). we used STEM software (Ernst and Bar-Joseph, 2006) to perform additional analysis on the differentially expressed genes. To allow clustering on a reasonable number of possible model profiles, the parameter for “STEM clustering method,” model profiles “was set to 50 and 2 was selected as the” maximum unit change between time points “, and” Minimum Absolute Expression Change “was set to 0 to classify the expression patterns of all differentially expressed genes.

### Identification of core genes in tobacco root development

The typical genes of Arabidopsis root development were used to identify core genes in tobacco. BLASTP identified 6 core genes with E-values truncated at 1E-10. To further classify root development genes in tobacco, phylogenetic analyses were performed using homologous protein sequences from *Arabidopsis thaliana* and *Triticum aestivum* L. The phylogenetic tree was constructed by MEGA 11.0(https://www.megasoftware.net/), The ultrafast bootstrap with 1000 replicates was conducted to obtain the supporting values for each bootstrap of the tree. Finally, gene trees were visualized and colored using iTOL(https://itol.embl.de/).

### RT-qPCR validation

For the validation of the transcriptome data, we randomly selected 6 DEGs for RT-qPCR (PCR quantitative real-time) analysis. **Supplementary File 1: Table 16** lists the genes and corresponding primers used in **RT-**qPCR. The total RNA used in the sequencing was reversely transcribed to obtain cDNA, which was used as a template to amplify the target genes, and the RT-qPCR experiment was conducted. The RNA was reversely transcribed into cDNA using the FastKing reverse transcription kit (Tiangen, China) as per the manual’s instructions. qPCR was performed using the BIO-RAD CFX96 Real-Time qPCR system. The relative expression of each gene was calculated using 2^−△△Ct^ (Livak and Schmittgen, 2001).

### Statistical analysis

SPSS 25.0 software was used for statistical analyses. The variance analysis of root phenotype was carried out using the Duncan’s new multiple range method (P < 0.05). Based on the root phenotype, the values of mid-parent heterosis (MPH) were calculated according to the following method, $\text{MPH }\left(\%\right)=\left(\frac{{\text{F}}_{1}-\text{MP}}{\text{MP}}\right)\times 100$ , where F_1_represents the value of the first generation of hybrid and MP represents the average value of parents $\left(\frac{{\text{P}}_{1}+{\text{P}}_{2}}{2}\right)$ .

## Results

### Heterosis in the root number of F1 hybrids

Based on the screening results of tobacco root number heterosis (**Supplementary File 1, Table 1**), the root numbers of the 12 F_1_ hybrids all showed strong heterosis values, indicating that tobacco F_1_ hybrids have general heterosis. Two highly dominant F_1_ hybrids, GJ (G70 × Jiucaiping No.2) and KJ (K326 × Jiucaiping No.2), were selected from these F_1_ hybrids for further analysis (their median parent values were not significantly different). At the tobacco seedling stage, we observed that the root development of the two hybrids were significantly better than that in their parents (**Figure 1A**). The number of root systems in GJ was 623, whereas G and J had 515 and 343, respectively; the number of roots in KJ was 878, whereas K and J had 711 and 343, respectively. The results showed that the average number of roots of both hybrids were significantly higher than that of their parents (**Figure 1B**), and the heterosis was 45.66% (GJ) and 67.12% (KJ) (**Figure 1C**).

**Figure 1:**
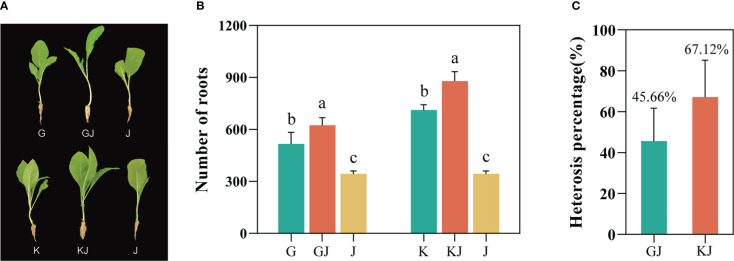
Phenotypic parameters and Heterosis of two tobacco F1 hybrids and their parents. **(A)** Photographs of the two hybrids and their parents used in this study. **(B)** Root number of F1 hybrid and its parents(G = G70, J = Jiucaiping No.2, GJ = G70 × Jiucaiping No.2, K = K326, KJ =K326 × Jiucaiping No.2). **(C)** Heterosis of two tobacco F1 hybrids (GJ and KJ). Error bars indicate standard error. Different small letters showed significant differences (P<0.05).

### Global transcriptome analysis of heterosis in root number

Using two hybrids, GJ and KJ, with strong heterosis and their three parents as sequencing materials, 15 cDNA libraries were constructed and sequenced on the Illumina Novaseq 6000 platform. 

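Root RNA of tobacco seedlings was sequenced from the female parents G (G70) and K (K326), the shared male parent J (Jiucaiping No.2) and the F_1_ hybrids GJ and KJ, with 3 libraries per genotype. The deposited labels of these 15 libraries give young root as the tissue while their titles name leaf tissue, and the paper gives root. The authors mapped the reads to the K326 genome and made gene abundances with RSEM, and the deposited values are their FPKM, with 2 decimals, for 69500 gene models. FPKM is a read count divided by gene length and by the total of mapped reads, so it carries no count per gene from which a counting error could be taken. The FPKM of a library summed to between 801594 and 827438 over the gene models in the file, so a TPM scale with some features left out is not excluded by the values. The paper's Supplementary Table 2 gives a median of 85689118 clean reads per library, with a range of 76016898 to 98828108 for the 9 parental libraries and of 84114094 to 94023002 for the 6 hybrid libraries. Genotype means of log2(FPKM + 1) were compared with limma in a single fit of all 15 libraries, over the 37232 genes with at least 1 FPKM in at least 3 libraries. The added 1 makes the fold changes of genes at low FPKM smaller than their ratios of FPKM. A gene was called a DEG at a Benjamini-Hochberg adjusted p of at most 0.05 and an absolute log2 fold change of at least 1, and the middle parent was the mean of both parents on the log2 scale. The paper's text does not say whether a library came from a single plant or from a pool, so the p-values measure the spread between these libraries. The files hold no descriptions or positions for the genes, so functions are those the paper gives or general knowledge of a gene family.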

Each sample generated 76-98 million clean reads in RNA-Seq, which were then used for further analysis. Clean reads were mapped to the K326 genome, and about 95% of clean reads could be mapped to the genome (**Supplementary File 1, Table 2**). A total of 39,345 genes were expressed in 15 analyzed samples (**Supplementary File 1, Table 3**). Among them, 8.30% of the genes were very highly expressed (FPKM ≥ 50), 64.19% and 27.51% of the genes were moderately (1 ≤ FPKM ≤ 10) and highly expressed (10 ≤ FPKM ≤ 50), respectively. These results reflect that there is no significant difference in expression coverage between hybrids and parents during development. However, according to hierarchical clustering analysis(**Figure 2A**) and principal component analysis of parents and hybrids (**Figure 2B**), both parents are closely clustered, and hybrids can be clearly divided into two different expression situations. These results show that there are great differences in gene expression between parents and hybrids during root development.

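The most abundant transcript in 9 of the 15 libraries was Nitab4.5_0000309g0200, with a mean of 2276 FPKM in K, 3288 in J, 4329 in G, 5254 in KJ and 8536 in GJ. The gene Nitab4.5_0005251g0020 was listed at 0 in all 9 parental libraries and had between 16.5 and 65.9 FPKM in the 6 hybrid libraries. The gene Nitab4.5_0008647g0010 was the other gene of 2 that were listed at 0 in every parental library and had at least 1 FPKM in every hybrid library, and no gene showed the opposite. The first and the last of these 3 genes were chosen after their values were seen. Above 0 FPKM in at least 1 library were 52994 genes, and 13649 of them were listed at 0 in some other library. Above 0 in every library were 39345 genes, a count that was added after the data were examined, and 39543 genes had at least 1 FPKM in any library.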

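Of the 35218 genes with a mean of at least 1 FPKM over the 15 libraries, 59.4% had a mean of 1 to 10 FPKM, 31.3% of 10 to 50 and 9.34% of at least 50. Among the genes in the highest class were Nitab4.5_0001606g0070, with genotype means from 2208 FPKM in GJ to 3043 in G, and Nitab4.5_0000374g0050, with means from 1794 in KJ to 3692 in K, both chosen after their values were seen. Taken by genotype, the highest class held from 9.22% of the genes in K to 9.89% in KJ. The class of 1 to 10 FPKM held 58.5% in K and 60.2% in KJ, the lowest and the highest share of the 5 genotypes.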

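Genes above 0 FPKM numbered 45127 ± 246 (SD, n = 6 libraries) in the hybrids and 45071 ± 404 (SD, n = 9) in the parents (exact permutation test over 5005 splits, two-sided, p = 0.761). Genes with at least 50 FPKM numbered 3247 ± 35.96 (SD, n = 6) in the hybrids and 3261 ± 90.3 (SD, n = 9) in the parents (exact permutation test, p = 0.729). Genes with at least 1 FPKM were fewer in the hybrids, at 33594 ± 624 (SD, n = 6) against 34888 ± 421 (SD, n = 9) in the parents (exact permutation test, p = 5.99e-04, adjusted p = 9.99e-04 over 5 measures). By hybrid, 34100 ± 336 genes (SD, n = 3) reached this level in GJ and 33088 ± 304 (SD, n = 3) in KJ. The 100 most abundant genes held a larger share of the summed FPKM in the hybrids, 11.7 ± 0.640% (SD, n = 6) against 10.2 ± 0.439% (SD, n = 9), in an exact permutation test with p = 2.00e-04, the smallest that 5005 splits can give, and adjusted p = 9.99e-04. The summed FPKM was lower in the hybrids too, at 814645 ± 6595 (SD, n = 6) against 824462 ± 2847 (SD, n = 9) (exact permutation test, p = 4.00e-04, adjusted p = 9.99e-04), so the scale differs along with the counts. The libraries of a genotype are not independent of each other in such a comparison, since the groups hold 2 hybrid and 3 parental genotypes.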

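On the first principal component, which held 42.6% of the variance of the 15 libraries, the 9 parental libraries lay between -81.5 and 2.34 and the 6 hybrid libraries between 22.6 and 93.9. The means of the parents were -46.0 ± 33.5 (SD, n = 3) for G, -47.3 ± 8.52 for J and -29.5 ± 40.7 for K, and those of the hybrids 35.9 ± 22.7 for GJ and 86.9 ± 9.18 for KJ. The spread within G and within K was larger than the distance between the means of these parents. The second component held 16.2%. Correlations were taken across all 69500 gene models, of which 52994 were above 0 FPKM in at least 1 library. Genotype means on the log2 scale correlated with r = 0.989 for G and J and 0.990 for K and J, 0.986 for GJ and KJ, and 0.975 for G and GJ, 0.978 for J and GJ, 0.971 for K and KJ and 0.962 for J and KJ. On the linear FPKM scale the lowest of the last 4 was 0.883, for J and GJ. These coefficients are across genes, which are not independent replicates. GJ was closer to K, which is not its parent, with r = 0.984, than to either of its own parents on the log2 scale, and farther from K on the linear scale, with r = 0.862, an order that turned when the 10 most abundant genes were dropped (0.946 for K, 0.915 for G and 0.926 for J). Between single libraries of a hybrid and a parent r was 0.926 to 0.983, and between replicates 0.963 to 0.992.

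**Figure D1:**
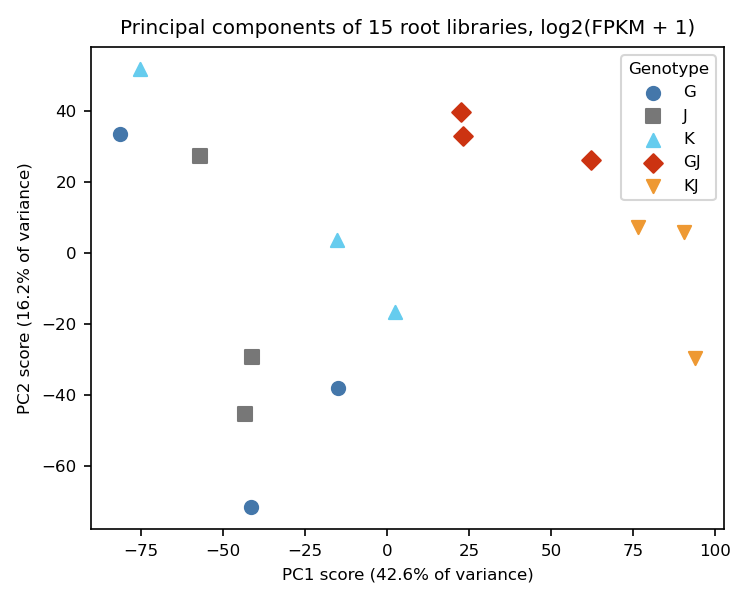
Each point is a library, placed by its first and second principal components of log2(FPKM + 1), with the share of the variance on each axis and colours for the 5 genotypes. The 6 hybrid libraries lie to the right, with a mean of 86.9 on the first component for KJ and 35.9 for GJ.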

**Figure 2:**
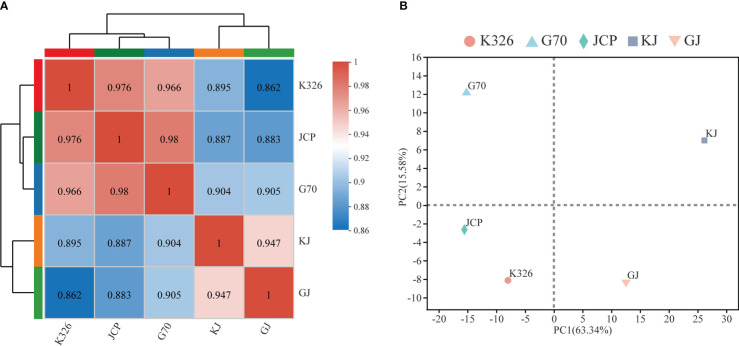
Global gene expression profiling during root development. **(A)** Pearson correlation analysis of the two hybrids and their parents, and the color code on the right represents Pearson correlation coefficient. **(B)** Principal component analysis (PCA) of RNA-Seq data. Each point shows the average of three repeats.

### Transcriptome differences between roots of hybrids and their parents

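Both strongest rises in GJ were of genes close to 0 in the parents. Nitab4.5_0005251g0020 rose to 57.5 ± 7.26 FPKM (SD, n = 3) and Nitab4.5_0001327g0090 to 19.9 ± 13.7 (SD, n = 3), from a mean of 0.0367 in J and 0 in G. The strongest falls were of genes that both parents expressed and that had a mean under 1 FPKM in GJ. Nitab4.5_0006411g0010 was at 73.9 ± 38.2 FPKM in G, 87.7 ± 28.3 in J and 0.0567 ± 0.0513 in GJ (SD, n = 3 each), which is a log2 fold change of -6.18 against the middle parent (limma's moderated test with Benjamini-Hochberg adjustment, adjusted p = 4.49e-07), and Nitab4.5_0000363g0010 had a log2 fold change of -6.13 (adjusted p = 1.70e-08 in the same limma test). These IDs have no description in the files. Nitab4.5_0006411g0010 is among 11 genes expressed in every G and J library and near 0 in every GJ library. Nitab4.5_0000363g0010 shares its first ID number with Nitab4.5_0000363g0020 and Nitab4.5_0000363g0030, which are among the 11. RNA alone cannot tell whether such a gene is silent or missing in GJ. Of 37232 genes tested, 889 were higher and 908 lower in GJ than in G, 730 were higher and 656 lower than in J, and 893 were higher and 804 lower than in the middle parent. The last split turned to 1219 higher and 1458 lower with a pseudocount of 0.1, and was 1025 and 649 with median-of-ratios scaling. Between G and J, 178 genes were higher and 173 lower in J. Nitab4.5_0027235g0010 was at 49.3 ± 2.61 FPKM in J and 0.0533 ± 0.0924 in G, and Nitab4.5_0000138g0020 at 23.7 ± 0.901 and 0.0600 ± 0.0557, whereas Nitab4.5_0003626g0010 was at 561.6 ± 19.8 FPKM in G and 0.0300 ± 0.0520 in J and Nitab4.5_0000464g0060 at 32.2 ± 1.72 and 0.0467 ± 0.0306 (SD, n = 3 each). Without GJ replicate 1 the calls fell to 1017 against G, 806 against J and 958 against the middle parent, and against J they were 700 without J replicate 1 and 791 without J replicate 3.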

In the case of significance level P ≤ 0.05 and | log_2_ fold change | ≥ 1, we identified 1430 genes up-regulated and 1697 genes down-regulated between G (female parent) and GJ (hybrid), 2015 genes up-regulated and 1809 genes down-regulated between J (male parent) and GJ (hybrid) (**Figures 3A, B**; **Supplementary File 1, Table 4**), 1613 genes up-regulated and 1922 genes down-regulated between the middle parent and GJ hybrid, and 302 genes were up-regulated and 291 genes were down-regulated between G and J (**Supplementary File 1, Table 5**). 

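The strongest rises against the middle parent in KJ were of Nitab4.5_0003771g0010, annotated to the defence protein PR-1, and of Nitab4.5_0008779g0030. The latter was at 28.7 ± 9.78 FPKM in KJ, 0.540 ± 0.468 in K and 0.0900 ± 0.0954 in J (SD, n = 3 each), a log2 fold change of 4.48 (limma's moderated test with Benjamini-Hochberg adjustment, adjusted p = 7.11e-05). The strongest falls were of Nitab4.5_0000013g0390, from 61.1 ± 29.6 FPKM in K and 197 ± 85.3 in J to 7.52 ± 4.36 in KJ (SD, n = 3 each), and of Nitab4.5_0023385g0010, which was listed at 0 in every KJ library. Of the 37232 genes, 1186 were higher and 2265 lower in KJ than in K, 1786 were higher and 2712 lower than in J, and 1557 were higher and 2462 lower than in the middle parent. Between K and J, 51 genes were higher and 104 lower in J. Nitab4.5_0000245g0270 was at 13.7 ± 3.98 FPKM in J and Nitab4.5_0014353g0010 at 7.61 ± 2.65 (SD, n = 3), both listed at 0 in every K library, and the strongest falls from K to J were again of Nitab4.5_0003626g0010 and Nitab4.5_0000464g0060. Nitab4.5_0000245g0270 and Nitab4.5_0014353g0010 were listed at 0 in every KJ library too, although J is a parent of KJ. The median tested gene lay 0.24 lower on the log2 scale in KJ than in the middle parent, so each log2 fold change of KJ is 0.24 higher relative to this median, while the median of GJ was -0.06. With median-of-ratios scaling the split in KJ turned to 2447 higher and 1387 lower against the middle parent, and with quantile normalization to 2014 and 1353, against 1025 and 649 or 1005 and 690 in GJ. Without K replicate 2 the calls between K and KJ fell to 1917, and the call of Nitab4.5_0003626g0010 between K and J ended without any 1 library of these parents as the adjusted p rose to between 0.0625 and 0.0983 in the same limma test, while its log2 fold change was from -8.97 to -8.58.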

We identified 3082 genes up-regulated and 3007 genes down-regulated between K (female parent) and KJ (hybrid), 4118 genes up-regulated and 3810 genes down-regulated between J (male parent) and KJ (hybrid) (**Figures 3C, D**), 3683 up-regulated genes and 3874 down-regulated genes between middle parent and KJ hybrid, and 283 genes up-regulated and 342 genes down-regulated between K and J **(** **Supplementary File 1, Table 6**). This demonstrates that there are relatively few differential genes between the parents of the two strong heterosis hybrids, but there are a large number of differential genes between the parents and the hybrids, which may be the reason for root number heterosis.

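Hybrid and parent differed in 1797 genes for G and GJ and in 3451 for K and KJ, comparisons that share no library, and 686 genes were called the same way in both. Of these, 355 were higher and 331 lower, where independent lists would share 28.3 and 55.2 genes, and 16 genes were called in opposite ways. Across the tested genes both sets of fold changes correlated with r = 0.52, and genes are not independent replicates. The parents differed in 351 genes for G and J and in 155 for K and J. In GJ, 3509 genes had all 3 libraries above and 4863 below all 6 parental libraries, 22.5% of the tested genes, and in KJ 3482 and 12198, 42.1%, where chance gives 2.38%. These counts were taken from FPKM as given, where the median log2 fold change of KJ against the middle parent was -0.24. They were not repeated after rescaling, and the chance value takes no account of such a shift. On simulated data with 200 changed genes and a log2 change of 1.5, the same fit recovered 78.5% of them between G and GJ and made 3 false calls, and at a log2 change of 2.5 it recovered 93%. The changed genes were drawn from those at about 5 FPKM or more. The genotypes were otherwise alike, with noise independent between genes, so the rates do not cover genes of lower FPKM or variation shared by many genes. Leaving out GJ replicate 1 lowered the number of genes called the same way in both crosses to 365.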

**Figure 3:**
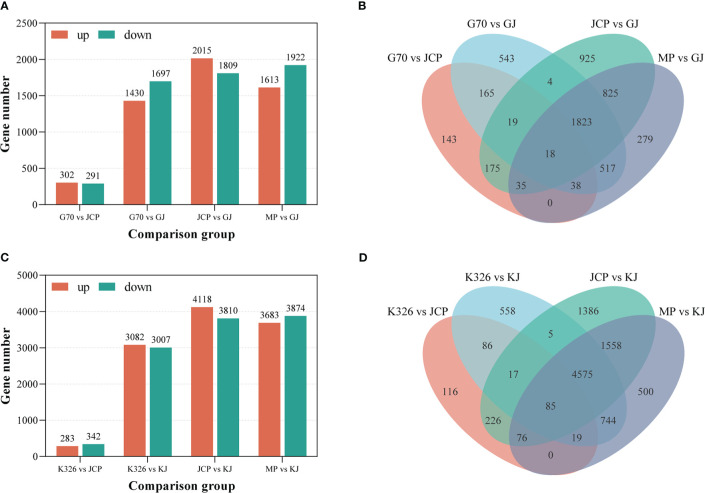
Distribution of differentially expressed genes (DEGs) between hybrids and parents. MP represents the average value of parents. **(A)** The number of different expressed genes between GJ and its parents during root development. **(B)** Venn shows the distribution of GJ and parental DEGs. **(C)** The number of different expressed genes between KJ and its parents during root development. **(D)** Venn shows the distribution of KJ and parental DEGs.

### F_1_ hybrid showed a overdominant gene expression pattern

To further analyze the DEGs of hybrids and parents, the genes were divided into 12 expression patterns (P1-P12, **Figure 4A**) according to the definition of Rapp et al. (2009). The genes in the P1 and P2 modes are additive, P3-P6 modes are dominant, and P7-P12 modes show overdominant expression, in which the genes in P7-P9 are down-regulated overdominant and P10-P12 are up-regulated overdominant. Among the overdominant genes, 238, 376, and 1564 genes of GJ hybrid showed up-regulated overdominant expression patterns(**Supplementary File 1, Table 7**), and 516, 857, and 733 genes showed down-regulated overdominant expression patterns; there were 373, 1160, and 2750 genes in KJ hybrid that showed up-regulated overdominant expression patterns(**Supplementary File 1, Table 8**), and 1375, 1995, and 772 genes that showed down-regulated overdominant expression patterns (**Figure 4B**). Among these non-additively expressed genes (P3-P12), GJ hybrid had the highest proportion (84.22%) in the expression pattern of overdominant (P7-P12), and KJ hybrid had the highest proportion (90.25%) in the expression pattern of overdominant (P7-P12) (**Figure 4C**). Therefore, our results show that the overdominant expression advantage is the main reason for the formation of heterosis of tobacco roots.

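In GJ, 472 genes were up-regulated overdominant and 344 down-regulated overdominant, that is, called higher than both parents or lower than both by limma's moderated test with Benjamini-Hochberg adjustment. In KJ these were 932 and 1649 genes. Nearly all belonged to the patterns in which the parents did not differ, with 469 genes in P12 and 344 in P8 for GJ and 931 in P12 and 1646 in P8 for KJ. The patterns in which the parents did differ held 0 genes in P7, 0 in P9, 2 in P10 and 1 in P11 for GJ and 2, 1, 0 and 1 for KJ. Independent lists of genes higher than each parent would share 17.4 genes in GJ and 56.9 in KJ, and lists of lower genes 16.0 and 165. The gene set of GJ included Nitab4.5_0005251g0020, Nitab4.5_0001327g0090, Nitab4.5_0006411g0010 and Nitab4.5_0000363g0010, and that of KJ Nitab4.5_0008779g0030, Nitab4.5_0000013g0390 and Nitab4.5_0023385g0010. For Nitab4.5_0006411g0010, near 0 in every GJ library, the call does not tell a lower expression from a missing gene. In both hybrids, 274 genes were up-regulated and 180 down-regulated overdominant, and 0 were overdominant in opposite ways. A gene called against 1 parent only, with parents that did not differ, fell in no pattern, which left out 1423 of 2587 genes in GJ and 2737 of 5469 in KJ. The hybrid's own libraries enter both comparisons with the parents, so the lists are not independent of each other. The excess of down-regulated overdominant genes in KJ turned with the scaling, to 1539 up and 858 down with median-of-ratios scaling and 1176 and 824 with quantile normalization, against 563 and 281 or 541 and 294 in GJ. The excess of up-regulated genes in GJ turned with a pseudocount of 0.1 (559 up and 594 down), without the fold threshold (1183 and 1501), with the nearest pattern (1061 and 1115) and with G replicate 1, J replicate 2 and K replicate 2 left out, a choice made after the data were examined (520 and 664).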

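The genes placed in P1-P12 were for the most part overdominant, at 816 of 1164 genes or 70.1% in GJ (95% exact binomial confidence interval 67.4 to 72.7) and at 2581 of 2732 genes or 94.5% in KJ (93.5 to 95.3). Additive genes numbered 71 in GJ and 44 in KJ, and dominant genes 156 at the level of the male and 121 at that of the female parent in GJ and 23 and 84 in KJ. Nitab4.5_0000464g0060, with 20.2 ± 2.48 FPKM (SD, n = 3) in GJ, was placed at the level of the female parent in both hybrids only because it was not called against that parent. Its libraries lay at 17.7 to 22.7 FPKM in GJ against 30.3 to 33.5 in G, and at 28.3 to 36.8 in KJ against 49.4 to 53.6 in K. Over the non-additive genes (P3-P12) alone the shares were 74.7% and 96.0%. The interval treats genes as independent, which they are not. Placed by the nearest of the 12 patterns, in place of by calls against both parents, the share was 84.1% in GJ and 94.1% in KJ, and without GJ replicate 1 the share of GJ was 54.7%. From the high share of P7-P12 the paper concludes that overdominant expression is the main reason for the heterosis of tobacco roots. Only 5 of the genotypes with root numbers were sequenced, so the relation of root number to expression was not tested here.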

**Figure 4:**
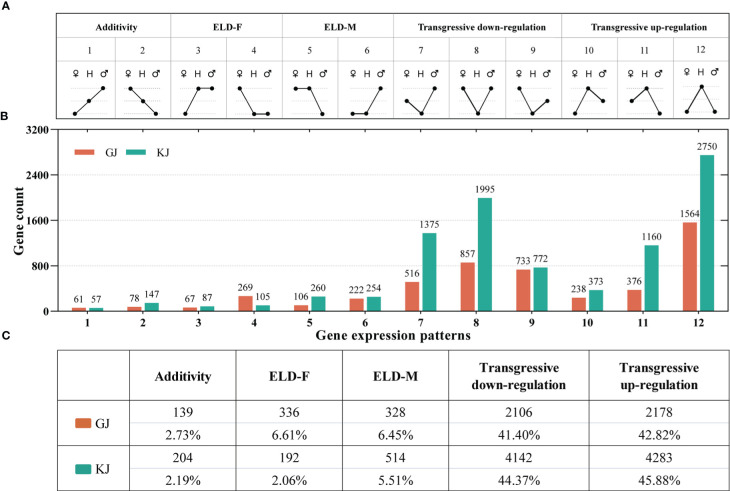
12 gene expression patterns of DEGs between hybrids and parents. **(A)** Classification of 12 gene expression patterns (♂: paternal; H: hybrid; ♀: maternal). **(B)** The number of genes of GJ and KJ hybrids in each model. **(C)** The number and proportion of the five total expression patterns after classification in DEGs.

### Enrichment analysis of overdominant genes

Gene Ontology (GO) enrichment analysis was performed on the overdominant expression gene sets in GJ and KJ hybrids. We found that most overdominant genes were involved in “biological process” (55.3 – 56.1%). In GJ hybrids, most of them were significantly enriched in the jasmonic acid biosynthetic process, riboflavin metabolic process, riboflavin biosynthetic process, aminoglycan metabolic process, and jasmonic acid metabolic process (**Supplementary File 1, Table 9**; *P* < 0.05). In KJ hybrids, the overdominant genes were significantly enriched in the glucosamine containing compound catabolic process, chitin metallic process, amino sugar catabolic process, chitin catabolic process, and aminoglycan catabolic process (**Supplementary File 1, Table 10**; *P* < 0.05). According to the GO enrichment analysis of GJ and KJ co overdominant expression genes, most of the genes involved in cell differentiation, proliferation, cell growth and other processes were significantly enriched. It indicated that the overdominant expression of genes in the process of cell differentiation and proliferation was related to the formation of root heterosis.

According to the analysis of Kyoto Encyclopedia of Genes and Genomes (KEGG) metabolic pathways, 4284 overdominant genes in GJ were annotated to 117 pathways (**Supplementary File 1, Table 11**; *P* < 0.05), whereas 8425 dominant genes in KJ were annotated to 123 pathways (**Supplementary File 12, Table 12**; *P* < 0.05). As shown in **Figures 5A, B**, the overdominant gene enrichment pathways of the two hybrids are mainly “phylpropanoid biosynthesis” (9.72 and 5.27%, respectively), “plant hormone signal transduction” (4.97 and 4.93%, respectively), “MAPK signaling pathway - plant” (4.91 and 4.06%, respectively), and “start and cross metadata” (2.48 and 2.56%, respectively). In addition, 84 and 158 overdominant genes of the two hybrids were related to “plant hormone signal transduction”, and 42 and 82 genes were related to “starch and sucrose metabolism”. Based on KEGG analysis, we further studied specific functional genes related to root development.

**Figure 5:**
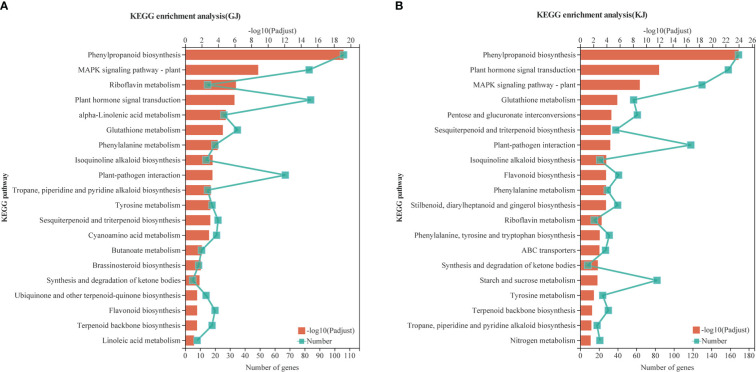
Enrichment analysis of KEGG pathway of GJ and KJ overdominant expression genes. **(A)** KEGG analysis of overdominant up-regulated and down-regulated genes in GJ hybrids. **(B)** KEGG analysis of overdominant up-regulated and down-regulated genes in KJ hybrids.

### Overdominant expression of genes related to phytohormone signaling pathway during root development

Combined with functional analysis, in order to strengthen our understanding of hormone signaling during heterosis development in tobacco root growth, we focused on the overdominant genes of hormone signal transduction related to the biosynthesis of AUX, CTK, ABA, ET, and SA (**Figure 6**; **Supplementary File 1, Table 13**). In the AUX signal transduction pathway, a total of 11 genes were overexpressed in F_1_ hybrids (GJ and KJ), including 3 that were annotated to the *AUX1* gene, 5 that were annotated to the *GH3* gene, and 3 that were annotated to the AUX response gene *SAUR.* In the CTK signal transduction pathway, one receptor histidine kinase (*CRE1*) gene was negatively overexpressed in F_1_ hybrids (GJ and KJ). 

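The genes annotated to AUX1, which carries auxin into cells, lay below both parents in GJ and KJ, and those annotated to GH3, which joins auxin to amino acids, went both ways. Against the middle parent, all 3 AUX1 genes fell in KJ, Nitab4.5_0001889g0140 by 1.03 on the log2 scale, and 0 of 3 were called in GJ. Nitab4.5_0009144g0020 was at 1.59 ± 0.146 FPKM in G, 1.94 ± 0.543 in J, 1.30 ± 0.471 in K, 0.827 ± 0.140 in GJ and 0.233 ± 0.155 in KJ (SD, n = 3 each). Its log2 fold change was -1.07 in KJ (adjusted p = 3.46e-04, limma's moderated test with Benjamini-Hochberg adjustment) and -0.59 in GJ (adjusted p = 0.0186, short of the fold limit). Of 4 GH3 genes tested, Nitab4.5_0001954g0010 fell in both hybrids by 1.21, Nitab4.5_0000562g0110 fell by 1.05 in GJ and by 1.497 in KJ, Nitab4.5_0004473g0020 rose in GJ with a log2 fold change of 1.38, and Nitab4.5_0001439g0060 rose in KJ with 1.06. Of 3 genes annotated to SAUR, a family of early auxin response genes, Nitab4.5_0000063g0100 fell by 2.02 in KJ and the others were not called. CRE1 (Nitab4.5_0002951g0010), a cytokinin receptor, fell in both hybrids, from 4.41 ± 0.557 FPKM in G, 5.16 ± 0.792 in J and 5.46 ± 1.90 in K to 1.77 ± 0.517 in GJ and 0.857 ± 0.245 in KJ (SD, n = 3 each), with log2 fold changes of -1.07 (adjusted p = 0.00261 from limma) and -1.75 (adjusted p = 7.61e-05 from limma). The study chose these genes on these samples, so their directions are not independent evidence. The 3 AUX1 calls in KJ and that of Nitab4.5_0000562g0110 in GJ ended with median-of-ratios scaling or quantile normalization, those of Nitab4.5_0001954g0010 in KJ and of CRE1 in GJ ended with quantile normalization, and leaving out 1 library ended those of Nitab4.5_0004473g0020 (any GJ replicate, 1.29 to 1.46), of Nitab4.5_0001439g0060 (J replicate 1 or 3, K replicate 1 or KJ replicate 1, 0.75 to 1.02), of Nitab4.5_0000562g0110 in GJ (GJ replicate 2, -0.78), of CRE1 in GJ (GJ replicate 1, -0.96) and of Nitab4.5_0001889g0140 (J replicate 1, -0.96, or KJ replicate 3, -0.93), Nitab4.5_0009144g0020 (J replicate 1, -0.99, K replicate 2, -0.99, or KJ replicate 3, -0.97) and Nitab4.5_0000119g0210 (K replicate 2 or KJ replicate 1, -0.999 in both cases).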

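A-type response regulators are induced by cytokinin and dampen its signal. The gene of this type that the paper lists for both hybrids, Nitab4.5_0007409g0060, rose from 2.89 ± 1.60 FPKM in G, 2.46 ± 0.615 in J and 5.45 ± 2.15 in K to 12.7 ± 2.72 in GJ and 17.5 ± 1.85 in KJ (SD, n = 3 each). The log2 fold changes against the middle parent were 1.94 in GJ (adjusted p = 0.00122, limma's moderated test with Benjamini-Hochberg adjustment) and 2.00 in KJ (adjusted p = 3.19e-04 from limma). It was called above each parent in both crosses, and all 3 libraries of each hybrid lay above all 6 libraries of its parents.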

One gene was annotated to A-type response regulator (*A-ARR*), which showed up-regulated overdominant expression in hybrids. In the ABA signal transduction pathway, 9 genes were found to be overexpressed in F_1_ hybrids, including 5 that were annotated to protein phosphatase (*PP2C*) and 4 encoding Subcrosse non-fermenting 1-related protein kinase 2 (*SnRK2*). 

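PP2C phosphatases repress abscisic acid signaling, and SnRK2 kinases carry the signal on. Of 5 PP2C genes, 4 rose against the middle parent in GJ and 3 in KJ, and all 5 had means above both parents in both hybrids. Nitab4.5_0000463g0070 had the largest change, from 2.98 ± 0.974 FPKM in G, 2.35 ± 0.307 in J and 3.79 ± 1.29 in K to 11.8 ± 2.17 in GJ and 20.9 ± 3.78 in KJ (SD, n = 3 each), with log2 fold changes of 1.82 (adjusted p = 1.75e-04, limma's moderated test with Benjamini-Hochberg adjustment) and 2.46 (adjusted p = 2.46e-05 from limma). Nitab4.5_0009622g0010 rose by 1.46 and 1.74. The PP2C genes with the most transcript were Nitab4.5_0000647g0160, at 54.2 ± 3.61 FPKM in GJ and 51.1 ± 15.9 in KJ, and Nitab4.5_0008967g0020, at 43.7 ± 3.57 and 37.1 ± 9.51 (SD, n = 3). The former had log2 fold changes of 0.99 in GJ and 0.63 in KJ and was not called, and the latter rose in GJ with 1.14 and had 0.66 in KJ. Of 4 SnRK2 genes, Nitab4.5_0005632g0010 rose in both hybrids, to 38.8 ± 3.47 FPKM in GJ and 56.2 ± 4.85 in KJ from at most 23.6 ± 3.93 in a parent (SD, n = 3 each). Nitab4.5_0000905g0170 fell by 1.04 in GJ and by 2.07 in KJ, Nitab4.5_0006481g0010 fell by 1.19 and by 2.00, and Nitab4.5_0000506g0150 was not called, at -0.72 and -0.74. The study chose the genes on these samples, which is no independent evidence of their direction. The KJ call of Nitab4.5_0000714g0020, the fifth PP2C gene, ended without KJ replicate 2, where its log2 fold change was 0.78 in place of 1.08, and the GJ calls of Nitab4.5_0000905g0170 (-0.96) and Nitab4.5_0006481g0010 (-0.98) ended without GJ replicate 1, the former also without G replicate 1 (-0.98) or J replicate 3 (-0.9997) and with median-of-ratios scaling.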

Interestingly, the genes related to *PP2C* showed up-regulated overdominant expression in both hybrids, of which 2 genes were highly expressed (10 ≤ FPKM ≤ 50). In the ET signal transduction pathway, 4 genes were annotated to ET receptor sensor (*ETR2*), one was annotated to *EIN3*, three were annotated to bind F-box protein 1/2 (*EBF1/2*), and four were annotated to ET responsive transcription factor 1/2 (*ERF1/2*). These ET signal transduction pathway results show that the genes related to *ETR2*, *EIN3* and *EBF1/2* are up-regulated and overdominantly expressed in both hybrids. 

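Ethylene receptors (ETR), the transcription factor EIN3 and the F-box proteins EBF1/2, which mark EIN3 for degradation, had means above both parents in both hybrids for all 8 genes listed. Against the middle parent 1 of 4 ETR genes rose in GJ and 3 rose in KJ, EIN3 (Nitab4.5_0003796g0080) was called in neither hybrid, at 0.74 and 0.53 on the log2 scale, and 2 of 3 EBF1/2 genes rose in GJ and 3 in KJ. Nitab4.5_0000342g0270 (ETR) rose from 2.19 ± 0.753 FPKM in G, 1.56 ± 0.169 in J and 4.07 ± 2.34 in K to 4.92 ± 1.90 in GJ and 9.16 ± 1.74 in KJ (SD, n = 3 each), with log2 fold changes of 1.02 (adjusted p = 0.0310, limma's moderated test with Benjamini-Hochberg adjustment) and 1.55 (adjusted p = 0.00174 from limma). Nitab4.5_0000028g0350 (EBF1/2) rose from 12.0 ± 3.89 FPKM in G, 12.8 ± 7.82 in J and 20.8 ± 4.17 in K to 40.8 ± 15.3 and 71.9 ± 26.0 (SD, n = 3 each), with 1.67 (adjusted p = 0.00719 from limma) and 2.09 (adjusted p = 7.30e-04 from limma). Called above both parents were 0 of 4 ETR genes and 1 of 3 EBF1/2 genes in GJ, and 2 of each in KJ. The ERF1/2 genes, transcription factors that act downstream of EIN3, had means below both parents in GJ for 3 of 4 and above both parents in KJ for 4 of 4. Nitab4.5_0000734g0020 fell by 1.64 in GJ (adjusted p = 0.0185 from limma) and had 0.90 in KJ, and the test of this difference between hybrids gave -2.54 (adjusted p = 0.0576 from limma), past the fold limit and short of the p limit. Nitab4.5_0002683g0020 fell by 1.02 in GJ, and the others were not called in either hybrid. The GJ call of Nitab4.5_0000342g0270 ended without G replicate 1, J replicate 1 or 2 or GJ replicate 1 or 3 (0.77 to 1.10), that of Nitab4.5_0004209g0030 (EBF1/2) without G replicate 2, J replicate 1 or 3 or GJ replicate 1 or 3 (0.96 to 1.38), that of Nitab4.5_0000734g0020 without GJ replicate 1 (-1.80), GJ replicate 2 (-1.52) or GJ replicate 3 (-1.61), and that of Nitab4.5_0002683g0020 with both scaling alternatives or without G replicate 2 or 3, J replicate 1 or 3 or any 1 GJ library (-0.91 without GJ replicate 3, -1.18 without GJ replicate 1). The study chose this list of 12 genes on these samples, so it is no independent evidence of their direction, and in KJ 0 of 4 ETR genes were called above both parents with G replicate 1, J replicate 2 and K replicate 2 left out, a choice made after the data were examined, and 3 with either scaling alternative.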

For the SA signal transduction pathway, a total of 11 genes were overdominantly expressed in F_1_ hybrids (GJ and KJ). Among them, 1 gene was annotated to TGA transcriptional regulator, which showed down-regulated overdominant expression in the roots of hybrids, and 7 genes were annotated to protein *PR-1*. It is worth noting that these 7 *PR-1* related genes not only showed an overdominant expression pattern in the hybrid, but also had high differential expression multiples and highly expressed (FPKM ≥ 50).

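PR-1 proteins are secreted in defence responses and their transcripts are a common marker of salicylic acid signaling. All 7 PR-1 genes rose against the middle parent in GJ and in KJ, and in each hybrid all 3 libraries lay above all 6 parental libraries for all 7. Nitab4.5_0007488g0040 and Nitab4.5_0001477g0080 were abundant in the parents as well, the former at 111 ± 60.5 FPKM in G, 171 ± 37.5 in J, 107 ± 90.7 in K, 477 ± 95.0 in GJ and 302 ± 76.4 in KJ, and the latter at 356 ± 29.5 in GJ and 262 ± 42.9 in KJ (SD, n = 3 each). The other 5 PR-1 genes had means of 2.32 to 12.1 FPKM in GJ and of 5.14 to 37.9 in KJ, and a mean of less than 1 FPKM in every parent, with Nitab4.5_0004861g0040 listed at 0 in all 9 parental libraries. Nitab4.5_0003771g0010 had log2 fold changes of 2.80 in GJ (adjusted p = 0.00518, limma's moderated test with Benjamini-Hochberg adjustment) and 4.54 in KJ (adjusted p = 1.43e-04 from limma), and Nitab4.5_0014031g0010 of 3.06 and 3.08. Of the 7 genes, 6 in each hybrid were called above both parents, Nitab4.5_0007488g0040 being the exception. TGA factors bind the promoters of PR-1 genes, and Nitab4.5_0004992g0010, annotated to TGA, was at 9.40 ± 4.38 FPKM in G, 5.88 ± 0.104 in J, 5.58 ± 2.58 in K, 3.36 ± 1.46 in GJ and 2.32 ± 0.696 in KJ (SD, n = 3 each). Its log2 fold changes of -0.96 (adjusted p = 0.0409 from limma) and -0.999 (adjusted p = 0.0180 from limma) were not called. The genes were chosen by the study on these samples, so this is no independent evidence of their direction. The call of Nitab4.5_0007488g0040 in GJ ended without GJ replicate 3 (1.73), and in KJ without J replicate 3 or without K or KJ replicate 2 or 3 (1.09 to 1.23), and 5 in place of 6 PR-1 genes were called above both parents in each hybrid with G replicate 1, J replicate 2 and K replicate 2 left out, a choice made after the data were examined.

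**Figure D2:**
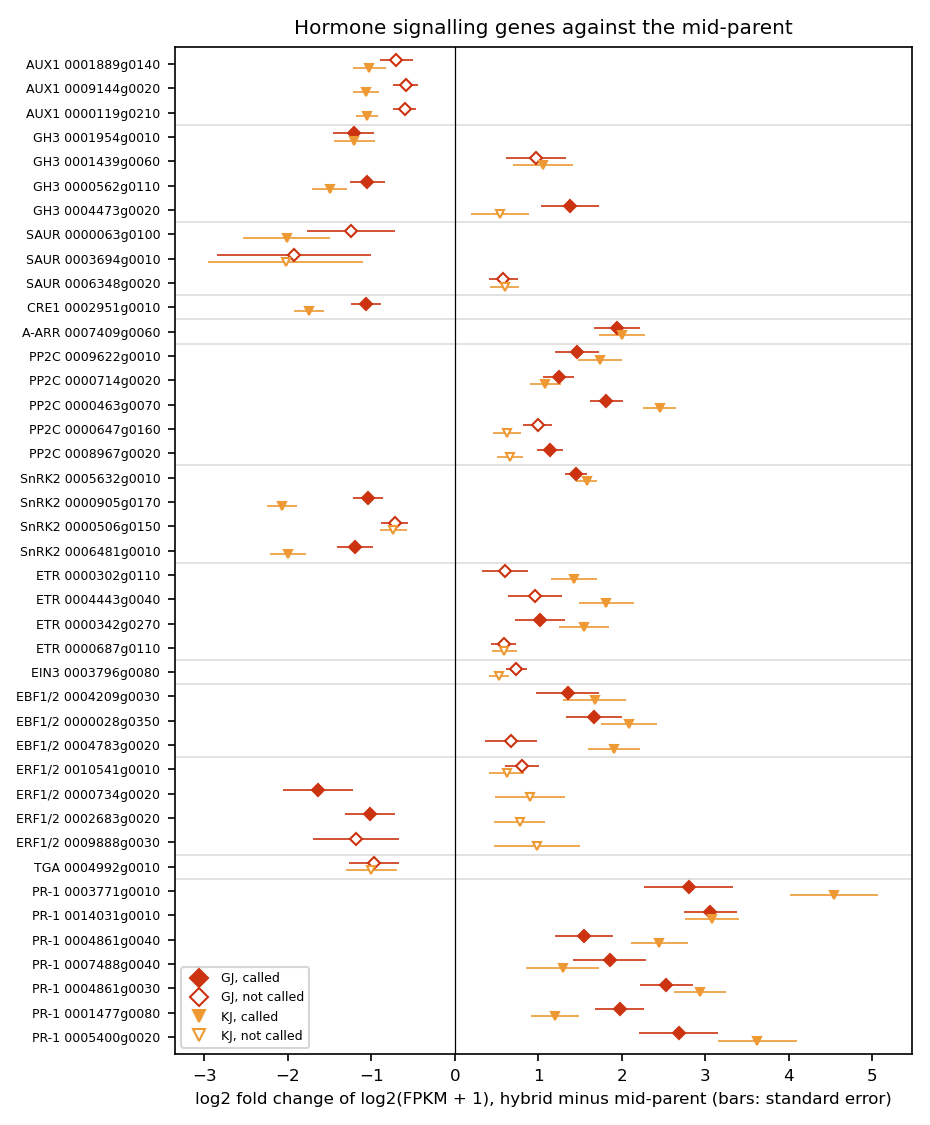
Log2 fold change of FPKM + 1 in GJ and in KJ against the middle parent for each hormone signaling gene, grouped by the annotation the paper gives, with filled points for genes called at an adjusted p of at most 0.05 and a log2 fold change of at least 1. All 7 PR-1 genes lie to the right of 1 in both hybrids.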

**Figure 6:**
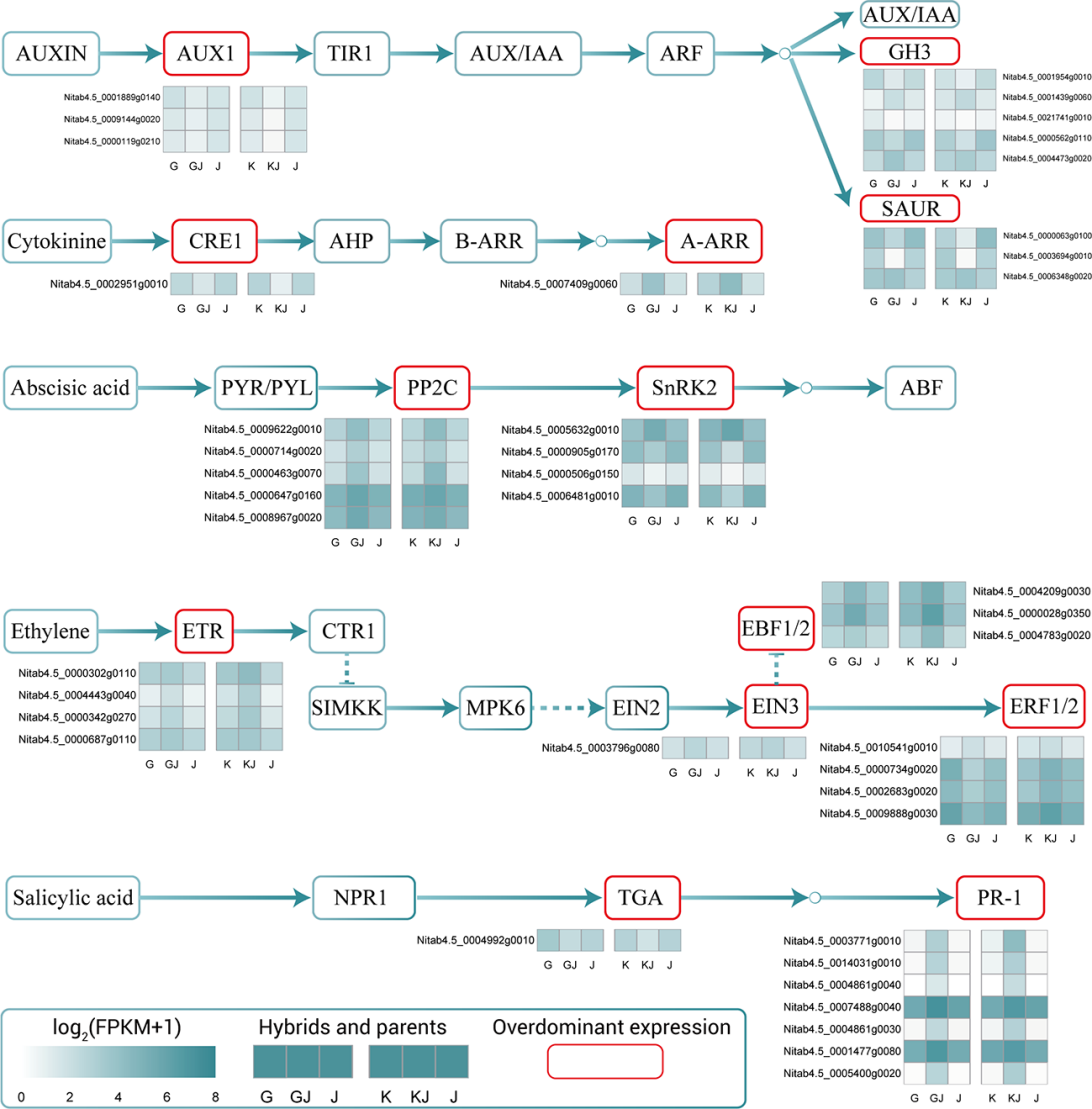
Overdominant expression genes of hormone signal transduction related to AUX, CTK, ABA, ET and SA biosynthesis. These genes showed overdominant expression in both hybrids.

### Overdominant expression of genes related to cell development during root development

Among the common overdominant expression genes of the two hybrids, various GO categories such as cell population promotion, cell differentiation, multiple cell growth and primary meristem tissue development are significantly enriched. 

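Of the 26 genes the study lists under cell differentiation, 25 could be tested, and 4 were called above both parents in GJ and 4 in KJ, while 3 and 7 were called below both. Those above both parents in both hybrids were Nitab4.5_0002714g0010, Nitab4.5_0008353g0010, Nitab4.5_0002918g0030 and Nitab4.5_0001256g0080. Nitab4.5_0008353g0010 was at 19.4 ± 7.96 FPKM in G, 19.9 ± 3.09 in J, 39.0 ± 13.0 in K, 95.7 ± 19.0 in GJ and 147 ± 61.0 in KJ, Nitab4.5_0002714g0010 at 46.3 ± 4.46 in GJ and 46.8 ± 14.3 in KJ, and Nitab4.5_0002918g0030 at 26.3 ± 1.97 and 46.4 ± 18.7 (SD, n = 3 each). Their log2 fold changes against the middle parent were 2.24, 1.79 and 2.52 in GJ (adjusted p from 6.04e-04 to 0.00161, limma's moderated test with Benjamini-Hochberg adjustment) and 2.31, 1.28 and 2.76 in KJ (adjusted p from 1.84e-04 to 0.00290 in the same limma test). Nitab4.5_0001755g0060 fell in both, from 8.13 ± 1.91 FPKM in G, 8.23 ± 1.08 in J and 4.79 ± 0.824 in K to 3.03 ± 0.764 in GJ and 0.620 ± 0.108 in KJ (SD, n = 3 each), and Nitab4.5_0000882g0030 fell by 1.22 and 1.82 on the log2 scale. Against the middle parent, 6 genes were higher and 7 lower in GJ, and 4 were higher and 9 lower in KJ. By their means alone, 11 of the 26 lay above both parents and 15 below both, in each hybrid. The study chose the list on these samples, so these counts are no independent evidence of a direction, and with G replicate 1, J replicate 2 and K replicate 2 left out, a choice made after the data were examined, 5 were called above both parents and 5 below both in GJ, and 2 and 6 in KJ. After median-of-ratios scaling or quantile normalization 4 were called above both in each hybrid, with 1 below both in GJ by either and 5 or 4 in KJ. Of the falls in KJ, those of Nitab4.5_0007325g0020, Nitab4.5_0008544g0010, Nitab4.5_0000071g0010 and Nitab4.5_0004704g0020 were not called after median-of-ratios scaling or quantile normalization, where their log2 fold changes were from -0.82 to -0.99, and their KJ calls also ended without J replicate 1 (Nitab4.5_0007325g0020, -0.90, and Nitab4.5_0008544g0010, -0.93), KJ replicate 1 (Nitab4.5_0000071g0010, -0.98), KJ replicate 2 (Nitab4.5_0008544g0010 and Nitab4.5_0004704g0020, -0.97 each) or KJ replicate 3 (Nitab4.5_0007325g0020, -0.95). In GJ single libraries ended the calls of Nitab4.5_0000882g0030 (GJ replicate 2, -0.93), Nitab4.5_0000071g0010 (GJ replicate 3, -0.93), Nitab4.5_0007325g0020 (GJ replicate 1, -1.25), Nitab4.5_0007527g0010 (G replicate 1, -0.99), Nitab4.5_0000556g0040 (J replicate 1, 0.93, or GJ replicate 1, 0.78), Nitab4.5_0005004g0050 (G replicate 3, J replicate 1 or 3 or GJ replicate 1, -0.99 to -0.90, and also by median-of-ratios scaling, -0.97, or quantile normalization, -0.94) and Nitab4.5_0000021g0690 (G replicate 2, J replicate 1 or 3 or any 1 GJ replicate, 0.96 to 1.20).

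**Figure D3:**
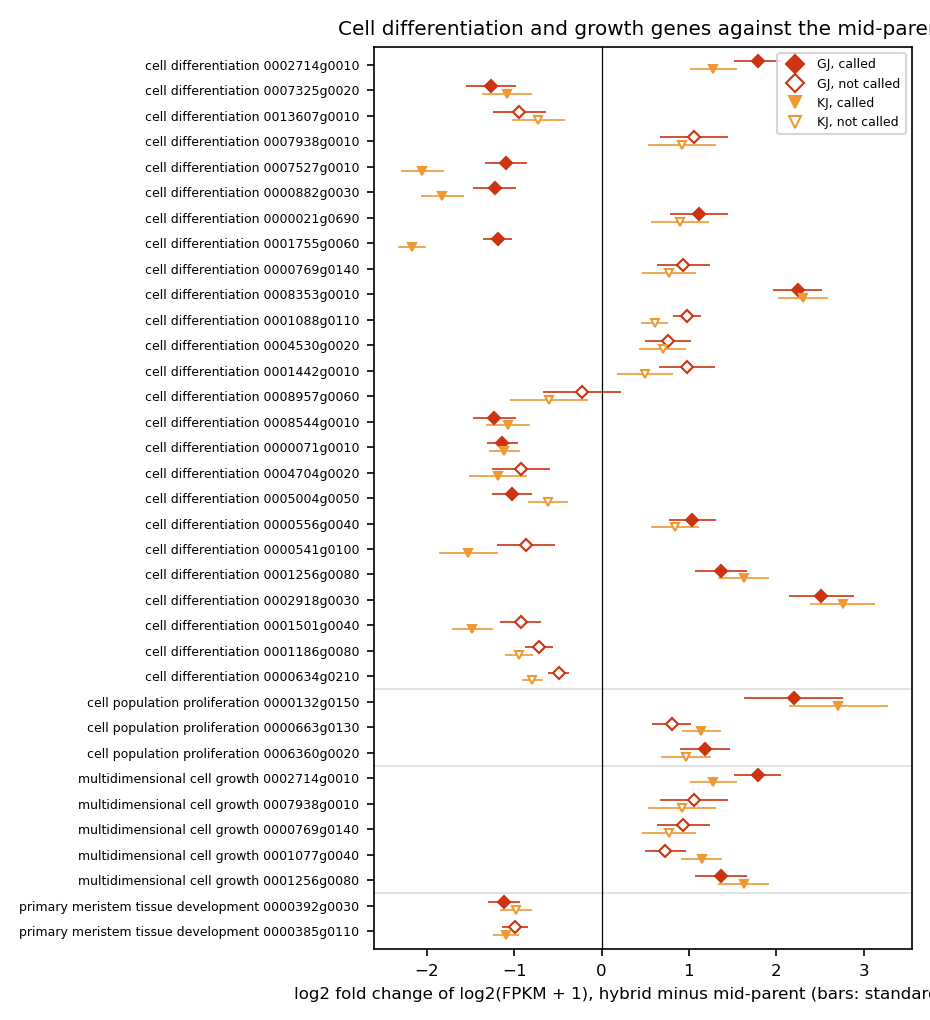
Log2 fold change of FPKM + 1 in GJ and in KJ against the middle parent for the genes of the 4 cell development categories of Figure 7, with filled points for genes called at an adjusted p of at most 0.05 and a log2 fold change of at least 1. The genes of cell differentiation lie on both sides of 0, with 7 lower and 6 higher genes called in GJ.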

In the process of cell differentiation, most genes show up-regulated overdominant expression (**Figure 7**), in which *Nitab4.5_ 0002714g0010*、*Nitab4.5_ 0008353g0010*、*Nitab4.5_ 0002918g0030* showed high expression in hybrids. In the process of cell population promotion and cell population promotion, 3 and 5 genes were up-regulated overdominant expression in the hybrid, indicating that cell population promotion and cell population promotion were important processes of root heterosis. 

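The 3 genes listed under cell population proliferation and the 5 under multidimensional cell growth all had means above both parents in GJ and in KJ. Called above both parents were 1 of the 3 in GJ and 2 in KJ, and 2 of the 5 in GJ and 3 in KJ. Nitab4.5_0000132g0150 rose from 8.10 ± 9.30 FPKM in G, 1.62 ± 0.994 in J and 7.03 ± 4.62 in K to 18.5 ± 8.19 in GJ and 30.1 ± 17.4 in KJ (SD, n = 3 each), with log2 fold changes against the middle parent of 2.20 (adjusted p = 0.0193, limma's moderated test with Benjamini-Hochberg adjustment) and 2.71 (adjusted p = 0.00281 from limma). Nitab4.5_0006360g0020 rose in GJ with 1.18 and had 0.97 in KJ, and Nitab4.5_0000663g0130 rose in KJ with 1.14 and had 0.80 in GJ, all 3 libraries of each hybrid lying above those of its parents. Among the growth genes, Nitab4.5_0001256g0080 rose in both hybrids, with 1.36 and 1.63, and Nitab4.5_0001077g0040 in KJ, with 1.15, while Nitab4.5_0007938g0010 and Nitab4.5_0000769g0140 were called in neither. Nitab4.5_0002714g0010 and Nitab4.5_0001256g0080 belong to the differentiation list too, and the study chose all of them on these samples, so they are no independent evidence of a direction. The GJ calls of Nitab4.5_0000132g0150 (2.29) and Nitab4.5_0001256g0080 (1.11) ended without GJ replicate 1, the former also without GJ replicate 3 (1.88), that of Nitab4.5_0006360g0020 without G replicate 1 (0.98), GJ replicate 2 (1.13) or GJ replicate 3 (1.16), and the KJ calls of Nitab4.5_0000663g0130 (0.97) and Nitab4.5_0001077g0040 (0.94) without K replicate 2. With G replicate 1, J replicate 2 and K replicate 2 left out together, a choice made after the data were examined, 0 of the 3 genes in GJ, 0 of the 3 in KJ and 0 of the 5 in KJ were called above both parents, while 2 of the 5 in GJ were.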

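Both genes of the paper's list for primary meristem tissue development, Nitab4.5_0000392g0030 and Nitab4.5_0000385g0110, had means below both parents in GJ and in KJ, and all 3 libraries of each hybrid lay below all 6 of its parents. Nitab4.5_0000392g0030 fell from 15.7 ± 2.57 FPKM in G and 15.8 ± 4.84 in J to 6.66 ± 1.54 in GJ (SD, n = 3 each), a log2 fold change against the middle parent of -1.12 (adjusted p = 0.00229, limma's moderated test with Benjamini-Hochberg adjustment). In KJ it was at 5.84 ± 0.956 FPKM against 10.0 ± 0.531 in K (SD, n = 3 each), with -0.98 (adjusted p = 0.00139 from limma), short of the fold limit. Nitab4.5_0000385g0110 had -0.99 in GJ (adjusted p = 0.00146 from limma), short of it too, and -1.10 in KJ (adjusted p = 2.62e-04 from limma), where it was called. The call of Nitab4.5_0000392g0030 in GJ ended without GJ replicate 1 (-0.97), and that of Nitab4.5_0000385g0110 in KJ with either scaling alternative, at -0.85 and -0.84.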

In the process of primary meristem issue development, the two genes are both expressed down-regulated in the hybrid. In general, a lot of changes have taken place in cell population promotion, cell differentiation and multiple cell growth of hybrids, which may be the reason for the formation of the heterosis of root.

**Figure 7:**
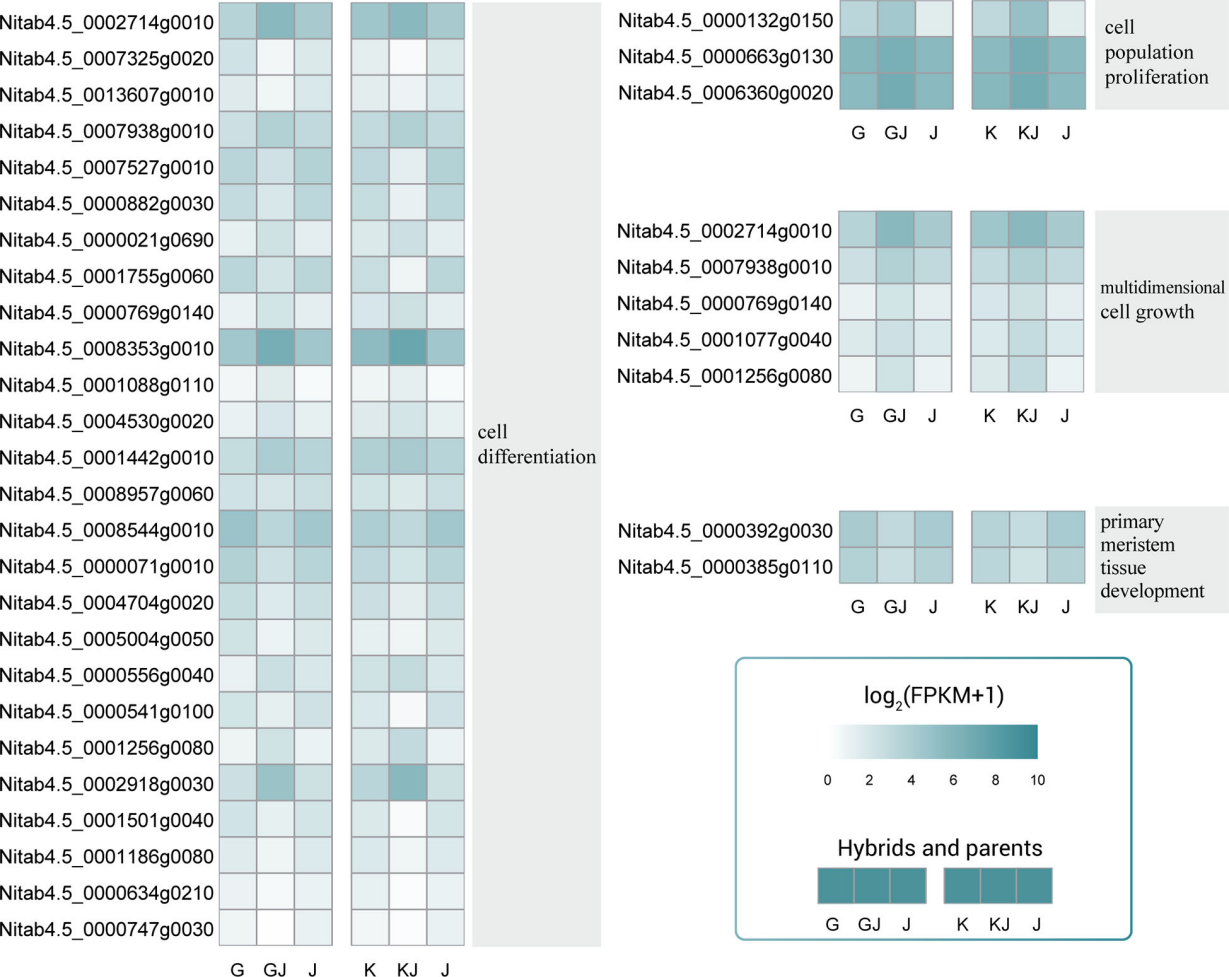
Overdominant expression genes related to cell population promotion, cell differentiation, multiple cell growth and primary commodity issue development. These genes were overdominant expression in both hybrids.

### Identification of gene co-expression network modules

A weighted gene co-expression network analysis (WGCNA) was performed on all genes to thoroughly characterize the expression of genes related to root number. WGCNA identified 10 vivid modules (including 19338 genes) (**Figure 8A**; **Supplementary File 1, Table 14**). The module analysis revealed that there was a significant correlation between the brown module and the heterosis of the number of hybrid roots (**Figure 8B**). The genes in the “brown” module are mainly related to cysteine biological process, protein serine/threonine kinase activity, ethylene binding, etc. Further analysis of 6 genes with degree>700 in the brown module, *Nitab4.5_ 0000119g0080* gene is Lysine tRNA ligase, *Nitab4.5_ 0004384g0070*、*Nitab4.5_ 0011528g0020*、*Nitab4.5_ 0003282g0020* gene is Serine/threonine -/dual specificity protein kinase, *Nitab4.5_ 0002818g0040* gene is NAD dependent emergency/dehydratase, *Nitab4.5_ 0009232g0030* gene is Mitochondrial carrier protein (**Figure 8C**). Interestingly, these genes are up-regulated overdominant expression patterns. 

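All 6 genes of highest connectivity had means above both parents in GJ and in KJ. Nitab4.5_0000119g0080, annotated to a lysine tRNA ligase, which charges tRNA with lysine for translation, was at 31.6 ± 14.1 FPKM in G, 30.0 ± 2.11 in J, 51.7 ± 32.7 in K, 93.2 ± 32.5 in GJ and 182 ± 12.6 in KJ (SD, n = 3 each). The protein kinases Nitab4.5_0004384g0070, Nitab4.5_0011528g0020 and Nitab4.5_0003282g0020 rose in both hybrids, the last from 2.28 ± 1.31 FPKM in G, 2.11 ± 0.411 in J and 4.70 ± 2.95 in K to 13.4 ± 5.72 in GJ and 22.7 ± 3.43 in KJ (SD, n = 3 each). Its log2 fold changes against the middle parent were 2.15 (adjusted p = 0.00246, limma's moderated test with Benjamini-Hochberg adjustment) and 2.57 (adjusted p = 2.90e-04 from limma). Nitab4.5_0002818g0040, which the paper annotates to a NAD dependent dehydratase, and Nitab4.5_0009232g0030, a mitochondrial carrier protein, rose in KJ, with 1.24 and 1.36, and had 0.72 and 0.96 in GJ. Against the middle parent 4 of the 6 were called in GJ and 6 of 6 in KJ, and the counts adjusted over the list alone were 4 and 6 as well. Called above both parents were also 4 in GJ and 6 in KJ. The study picked the genes for their connectivity in a module that correlated with the heterosis of root number, so their direction is no independent evidence. GJ replicate 1 had the highest value of the 3 GJ libraries for each of the 6, and without it the GJ calls of Nitab4.5_0000119g0080 and Nitab4.5_0011528g0020 against the middle parent ended, with log2 fold changes of 1.29 and 1.16. In KJ 3 of the 6 in place of 6 were called above both parents with G replicate 1, J replicate 2 and K replicate 2 left out, a choice made after the data were examined.

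**Figure D4:**
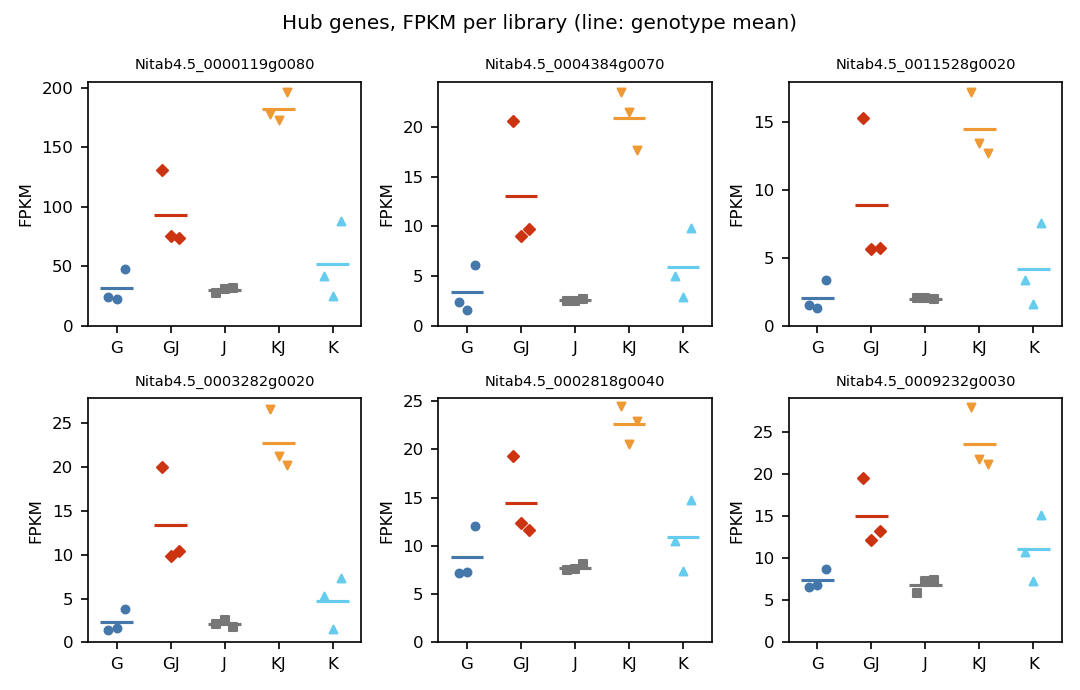
FPKM of the 6 genes of highest connectivity in each library of the 5 genotypes, with a bar at the genotype mean. KJ has the highest mean for every gene, at 182 FPKM for the lysine tRNA ligase gene.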

We believe that these genes may be related to the formation of root heterosis.

**Figure 8:**
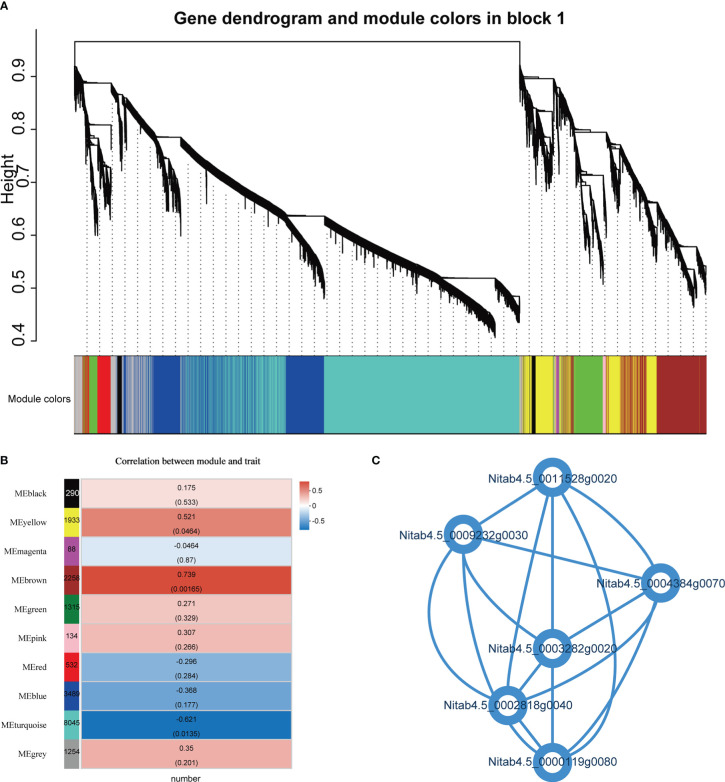
Weighted gene co-expression network analysis (WGCNA). **(A)** Hierarchical cluster tree shows 10 modules of co-expressed genes. The lower heatmap shows modules in designated colors. The module grey is for unassigned genes. **(B)** Heat maps showing the correlation of module-trait, the Pearson correlation coefficient and P values of significant modules are given. **(C)** Connectivity between 6 genes.

### RT-qPCR results

RT-qPCR was used to analyze 6 overdominant genes that have been shown to be involved in root development in other crops. In brief, protein sequences of well-characterized genes of each family from Arabidopsis thaliana were used as BLAST query sequences (**Supplementary File 1, Table 15**), and the following sequences in tobacco were filtered by stringent threshold (E-value <1E-25, % identity>30 and % query coverage>30). In tobacco, protein sequences of root development exhibited a clear topological relationship, with high bootstrap values (Arabidopsis thaliana, Triticum aestivum *L*.)(**Figure 9A**). *Actin* gene was used as a reference gene to standardize the expression levels of each gene. **Supplementary File 1: Table 16** lists the genes and corresponding primers used in the RT-qPCR. 

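FLA1 (Nitab4.5_0009011g0010), a fasciclin-like arabinogalactan protein of the cell wall, fell in the sequenced roots from 22.5 ± 5.11 FPKM in G, 17.5 ± 3.19 in J and 17.5 ± 2.09 in K to 7.38 ± 0.883 in GJ and 5.08 ± 1.66 in KJ (SD, n = 3 each). This is a log2 fold change against the middle parent of -1.30 in GJ (adjusted p = 0.00124, limma's moderated test with Benjamini-Hochberg adjustment) and -1.64 in KJ (adjusted p = 1.24e-04 from limma). PIN3 (Nitab4.5_0007765g0010), which carries auxin out of cells, fell in KJ by 1.20 and had -0.77 in GJ. NAC2 (Nitab4.5_0000322g0110), a transcription factor gene, rose in KJ to 104 ± 27.5 FPKM, from 51.4 ± 7.44 in K and 34.7 ± 10.3 in J, and was at 56.5 ± 18.2 in GJ (SD, n = 3 each), with log2 fold changes of 1.27 and 0.64. CRL1 (Nitab4.5_0001454g0180), whose family acts in root initiation, was not called, with 14.1 ± 4.71 FPKM in GJ and 11.5 ± 1.78 in KJ against 11.1 ± 4.51 in G, 7.16 ± 0.966 in J and 5.53 ± 2.14 in K (SD, n = 3 each). DGL1 (Nitab4.5_0008989g0040) was not called either, with log2 fold changes of -0.31 in GJ and -0.55 in KJ, although all libraries of each hybrid lay below those of its parents. Of the 6 genes chosen for RT-qPCR, the sixth being an AUX1 gene, 1 was called below both parents in GJ and 2 in KJ, and 0 above both. The study chose these genes on these samples, and the RT-qPCR values themselves were not analysed here. The PIN3 call in KJ ended with either scaling alternative, at -0.98 and -0.91.

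**Figure D5:**
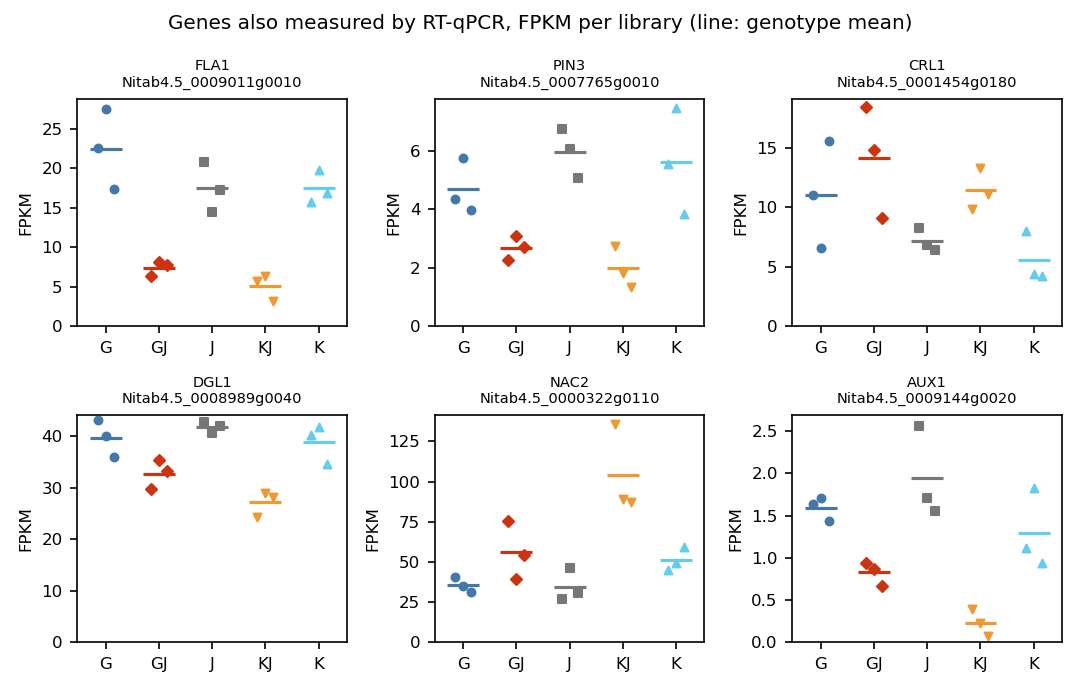
FPKM of the 6 genes measured by RT-qPCR in each sequenced library of the 5 genotypes, with a bar at the genotype mean. FLA1 is lowest in GJ and KJ, at means of 7.38 and 5.08 FPKM, and NAC2 is highest in KJ.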

The results showed that (**Figure 9B**), the genes of root development also showed a trend of overdominant expression. Although the expression multiples of RT-qPCR data and RNA-seq sequencing results are slightly different, they basically show a consistent expression trend, so RNA-seq data has certain reliability.

**Figure 9:**
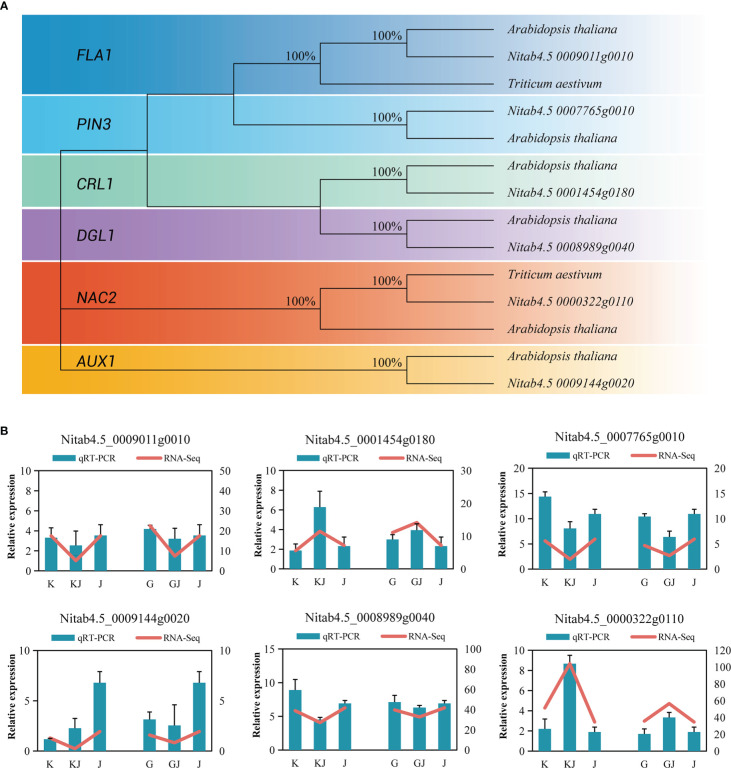
**(A)** Phylogenetic trees of root development genes in tobacco. **(B)** Comparison of RNA-seq and RT-qPCR gene expression levels of root related genes in two hybrids and their parents.

## Discussion

Heterosis refers to the superiority of hybrid F_1_ to either parent for a specific trait. The utilization of heterosis has improved crop yield and quality worldwide (Meyer et al., 2004). Many studies have shown that heterosis can be observed in the seedling stage of plants, such as *Arabidopsis* (Zhu et al., 2016; Liu et al., 2020), rice (Ma et al., 2011; Zhu et al., 2016; Liu et al., 2018), corn (Paschold et al., 2012), and wheat (Liu et al., 2018). The application of transcriptome analysis in heterosis research has effectively revealed the molecular basis of heterosis in *Arabidopsis* (Groszmann et al., 2015; Liu et al., 2021), rice (Katara et al., 2020), corn (Song et al., 2013; Guttikonda et al., 2020), cotton (Shahzad et al., 2020), and soybean (Zhang et al., 2017), but the molecular basis of heterosis in tobacco root growth has not been reported in the literature. In the early stage of tobacco growth, improved root development plays an important role in enhancing the absorption of nutrients and water by plants, promoting their growth and increasing their yield (Zhang et al., 2020; Shalby et al., 2021). From this point of view, through comparative transcriptome analysis of roots, the genetic basis of root development heterosis of two strong heterosis hybrids and their parents was studied.

Plant hormones are signal molecules produced by plants, which are used to regulate various aspects of plant growth and development (Santner et al., 2009). Plant hormone signals are sensed and transmitted to the nucleus through a series of signal transduction elements which regulate gene expression and trigger a series of physiological processes. Through the KEGG pathway enrichment analysis of the overdominantly expressed genes, we found that the overdominant genes encoding hormone signal transduction between F_1_ hybrids and parents were significantly enriched. In order to reveal that hormone signal transduction is involved in the growth and development of tobacco roots, we focused on AUX, CTK, ABA, ET, and SA.

Auxin, including biosynthesis and transport of AUX and its signaling, plays a crucial role in regulating root growth and development (Saini et al., 2013). A total of 11 overdominant expression genes (ODEs) encoding AUX signal components in the two hybrids were identified in this study, including 3 *AUX1* genes, 5 *GH3* genes, and 3 *SAUR* genes. *GH3*s and *SAUR*s are AUX early response genes (Yang et al., 2015; Stortenbeker and Bemer, 2019). With 8 of the 11 ODEs being AUX early response genes, this shows that AUX plays a core role in regulating the growth and development of tobacco roots.

CTK regulates many developmental processes of plants, including chloroplast formation, root growth, and nutrient absorption (Zubo and Schaller, 2020). *A-ARRs* have been reported as negative regulators of the CTK signaling pathway (To et al., 2004; Kieber and Schaller, 2014), inhibiting CTK signaling, whereas CTK receptor *CRE1* plays an important role in regulating lateral root development (Gonzalez-Rizzo et al., 2006). In our study, *CRE1* was shown to be down-regulated overdominant and type *A-ARRs* were up-regulated overdominant, which indicated that CTKs accumulated less in the roots of the hybrid F_1_ generation.

Abscisic acid signaling is also important during root development (Brookbank et al., 2021). Some studies have shown that ABA is a negative regulator of lateral root appearance, but genetic evidence also suggests that ABA and AUX have a regulatory interaction in lateral root formation (Wang et al., 2019). *SnRK2* has been reported to organize root development under non-stressful conditions and is necessary in all root tissues (Kawa et al., 2020). Overexpression of *NtSnrk2.2* increased soluble sugar accumulation, increased lateral roots, and improved root development in tobacco plants (Liu et al., 2020). Group A protein phosphorase 2Cs (*PP2Cs*) are ABA co-receptors that negatively regulate the ABA signaling pathway by inhibiting the downstream *SnRK2* protein kinase. 9 ODEs encoding for ABA signaling were found in the two hybrids.

Ethylene is another important plant hormone. It has been reported that ET stimulates the root growth of many plant species (Qin et al., 2019). Qin and Huang, (2018) reported that ET regulates the root development by changing the synthesis of AUX in *Arabidopsis thaliana*; jasmonic acid and ET jointly regulate AUX signaling and promote root development (Xu et al., 2020). The current results show that 12 ODEs in the two hybrids jointly encode AUX signal transduction, including 4 *ETR* genes (3 were AUX1 genes), 3 *EIN3* genes, 3 *EBF1/2* genes, and 4 *ERF1/2* genes. Among the 12 ODEs, 4 ODEs encoding *ERF1/2* were found to be highly expressed, indicating that *ERF1/2* may play a role in regulating root growth and development.

Salicylic acid was identified as the sixth plant hormone in 1992 (Raskin, 1992). In recent years, a large number of studies have confirmed the important role of SA in plant root genesis (Bagautdinova et al., 2022). *Arabidopsis* hybrid varieties with sub optimal and super optimal SA content show root growth heterosis (Zhang et al., 2016), and chromatin remodeling reduces DNA methylation 1 (*DDM1*), linking heterosis with endogenous SA levels. In our study, the genes for salicylic acid synthesis showed overdominant expression. In the future, we can further study the effect of salicylic acid on the formation of root heterosis.

A weighted gene co-expression network analysis (WGCNA), including three genes Nitab4.5_ 0011528g0020、Nitab4.5_ 0003282g0020、Nitab4.5_ 0004384g0070 has a serial threonine/tyrosine protein kinase catalytic domain. The results showed that this domain affected root development of Arabidopsis thaliana through microtubules in primary root zone cells (Sheremet et al., 2010). *OsESG1* gene in rice regulates the initiation and development of crown and root by controlling auxin response and distribution. The gene also has a Serine threonine/tyrosine protein kinase catalytic domain (Pan et al., 2020). It is worth noting that Nitab4.5_ 0003282g0020 gene has a cysteine rich plant receptor like kinase domain. Research shows that *CRK28* in Arabidopsis plays an important role in root growth and epidermal cell differentiation (Pelagio-Flores et al., 2019). Therefore, we believe Nitab4.5_ 0011528g0020, Nitab4.5_ 0003282g0020 and Nitab4.5_ 0004384g0070 may be the key gene regulating the root growth of hybrid.

## Conclusions

In this study, universal heterosis in the root system of hybrids was proved by measuring the number of roots. Comparative transcriptome analysis of hybrids and their parents showed that heterosis was related to the overall gene expression pattern. GJ and KJ hybrids had 5.08% and 10.87% DEGs compared with their parents, respectively; 84.22% and 90.25% of these differential genes showed an overdominant expression pattern, respectively. Through the GO function enrichment analysis of overdominantly expressed genes, it was found that the “plant hormone signal transduction”, “phylpropanoid biosynthesis”, “MAPK signaling pathway plant”, and “starch and supra metadata” pathways were related to root development. We focused on analyzing the biosynthetic pathways of AUX, CTK, ABA, ET, and SA and showed that the overdominantly expressed genes of these hormone signal transduction pathways may enhance root development in hybrids. Cell population promotion, cell differentiation and multiple cell growth in hybrids may be the reason of root heterosis. In addition, *Nitab4.5_0011528g0020、Nitab4.5_0003282g0020、Nitab4.5_0004384g0070* may be genes involved in root growth. To sum up, this study provides a new understanding of the relevant mechanisms of tobacco root heterosis formation. However, further gene function studies are needed to elucidate the development of tobacco root heterosis.

## Data availability statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE218712.

## Author contributions

KP planned and designed the research, analyzed the data, and wrote the manuscript. WL and SZ performed most of the field work; ZM and LD carried out the molecular biology studies. RL and YH conceived the study and participated in the design and coordination. All authors reviewed the manuscript. All authors contributed to the article and approved the submitted version.

How the deposited data were processed for this re-analysis (not part of the article)

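Root RNA-seq of 5 tobacco genotypes (the parents G, J and K and the hybrids GJ and KJ), with 3 libraries each, was analysed from the deposited gene table. The authors removed reads shorter than 25 nt and reads of low quality, mapped the rest to the K326 genome and made gene abundances with RSEM, and the deposited values are FPKM with 2 decimals. The paper names Tophat2 for the mapping, whereas the deposited labels list HISAT2 and StringTie, in both cases without versions. The titles of the labels name leaf, while their tissue entry and the paper give root, which was followed. The unit was taken from the paper, which calls the values FPKM, and the rows of the paper's Supplementary Table 3 hold the same values. Read counts were not available, so no counting error, no count-based dispersion and no test on counts was computed. The depth per library is that of the paper's Supplementary Table 2, where 94.69% to 95.94% of the clean reads were mapped.

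Values were taken as log2(FPKM + 1), with a pseudocount of 1. Genes with at least 1 FPKM in at least 3 of the 15 libraries were tested, which left 37232 of 69500 genes. Genotype means were fitted with limma 3.58.1 in R 4.3.3, with trend and robust empirical Bayes options and no covariate, and compared by limma's moderated test, two-sided, with Benjamini-Hochberg adjustment over all genes tested. A gene was called at an adjusted p of at most 0.05 and an absolute log2 fold change of at least 1. The paper states the same fold limit and a p of at most 0.05 from DESeq2 and does not state in its text whether this p is adjusted. Each hybrid was compared with each parent and with the mean of both parents on the log2 scale, and the parents of a cross with each other. The difference between hybrids is the departure of GJ from its middle parent minus that of KJ. Patterns P1 to P12 were given from the 3 calls among female parent, male parent and hybrid, whereas the paper used the STEM clustering software. Genes called against 1 parent only, with parents not called, were left without a pattern. Principal components were taken from log2(FPKM + 1), centred and not scaled. Library measures were compared by exact permutation tests. Python 3.11.15 with NumPy 2.4.6 and matplotlib 3.10.9 were used for the paper's tables and the plots. The fit was tested on simulated data with 200 changed genes of about 5 FPKM or more, genotypes otherwise alike and noise independent between genes.

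The genes named in the text are those the paper names in its text or in Figures 6, 7 and 9. To these come, for each hybrid against its middle parent, for the parents of each cross and for the difference between hybrids, the 2 genes with the largest rise and the 2 with the largest fall among those called. Such a gene needed a mean of at least 5 FPKM in a genotype of the comparison and, for hybrids, all 3 hybrid libraries beyond all 6 parental libraries. The gene IDs of the paper's figures, and their values as colours or lines in the pictures, had been seen when the rule was set before the data were examined. Genes named outside the rule are marked as such. The IDs of Figures 6, 7 and 9 were read by eye from the pictures and could not be checked against the paper's tables, so each count per gene group rests on this reading, and no set test was run on these lists.

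Alternatives set before the data were examined were a pseudocount of 0.1, no filter on low values, a mean of at least 5 FPKM, median-of-ratios scaling, quantile normalization, unadjusted p, no fold threshold, a fit of the 3 genotypes of a cross alone, limma without trend and robust options, a linear mid-parent, a replicate block, the nearest of the 12 patterns, and leaving out each library in turn. Leaving out G replicate 1, J replicate 2 and K replicate 2 together, comparing each hybrid with the parent of the other cross, counting genes above 0 in every library, and the nearest pattern with unadjusted p were added after the data were examined. A DESeq2 fit was not run because it needs counts. The lists of gene families by keyword were not tested, because no table at hand pairs the Nitab4.5 IDs with descriptions, and GO and KEGG enrichment, the co-expression modules, the root measurements and RT-qPCR were not re-analysed. The copies of the paper's Supplementary Tables 3 to 5 at hand are incomplete and the later ones were not analysed here.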

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

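The tests on the state of the parental libraries, on K and G as non-parents and on genes present or absent in whole genotypes were chosen after the results were seen.

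GJ lay on the same side of K, which is not its parent, as of its own parents in 99.02% of its 816 overdominant genes, and KJ on the same side of G in 99.1% of its 2581, a sign that is easily shared where the 3 parents are alike, while 40.1% and 81.2% of these genes were called the same way against the non-parent, beside 736 genes called between K and GJ, a pair that the paper lists in its Supplementary Table 4 and does not discuss in its text. In G and GJ and in K and KJ, comparisons that share no library, 686 genes were called the same way and 16 in opposite ways. The first axis of the variation among parental libraries held 18.5% of the squared distance between KJ and its middle parent and 0.90% of that of GJ, and the second 10.5% and 12.3%. Most of the distance lay outside these axes. It also holds library noise and differences between genotypes, so the shares do not settle whether a state that already varied among the parents was the whole source. On the first axis the KJ libraries lay at 44.0 to 66.2, those of GJ at 2.18 to 27.9 and the parental ones at -71.8 to 45.4. A growth, harvest or library batch shared by the hybrids and not by the parents cannot be told apart from a change common to F_1_ hybrids, because the labels and the paper give no batch and every library of a genotype is either hybrid or parent. A shared response of both hybrids may account for the pattern as well and was not tested.

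The share of overdominant genes, 70.1% in GJ and 94.5% in KJ, may in part follow from how few genes differ between the parents, since a gene called against both of 2 alike parents is overdominant by construction. With G in the place of a hybrid between J and K the share was 55%, with J between G and K 19.5% and with K between G and J 10.7%. The 2 shares of the hybrids lie above all 3, but the number of genes placed was 340 to 391 with a parent in the middle and 1164 and 2732 with a hybrid. The share of GJ without GJ replicate 1, 54.7%, is close to the highest of the parents. The sets are unlike, since the shares of the parents come from all libraries. Leaving out a GJ library also lowers the power of the calls that overdominance needs, with P8 going from 344 to 180 genes and P12 from 469 to 229. This explanation stays open for part of the share, and overdominance as a property of the hybrids stays open beside it, as untested.

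Of 18050 genes with at least 5 FPKM in every G and J library, 11 had at most 0.1 FPKM in every GJ library, a signal the paper does not discuss, while 0 of 18877 such genes in K and J did so in KJ. Among the 11, 4 share the first number of their ID with another of the set, where random draws reached at most 3 (permutation test, p = 1.000e-04, the smallest that 10000 draws can give), which argues against failed estimates scattered over genes. A swap among the 5 genotypes stays open, since genes that the parents forbid (expressed in both and near 0 in the hybrid, or the reverse) number 29, counted per hybrid, with the labels as given, 8 with the names of J and GJ exchanged and 7 in the best assignment of the 5 names, or 33 and, with J and GJ exchanged, 14 once genes of 1 parent that the hybrid lacks are counted too, although 18 of the 29 were near 0 in both parents and expressed in the hybrid, which a change of expression in hybrids would give as well, and the paper's RT-qPCR, made from the RNA of the sequencing, would share a swap of plants. In GJ replicate 1 alone, 14 of 34 genes expressed in 1 parent only were lacking, 5 of them with 1 first ID number in common and 6 with another, while GJ replicates 2 and 3 expressed them at a median of 45.8% and 46.9% of G, and no other hybrid library lacked more than 1 gene in this way. The counts for a swap left these 14 genes out, since they took only genes expressed or near 0 in all 3 libraries of a genotype. With J and GJ exchanged, J would stand as the hybrid and would lack these genes of G in every library. The lower counts for that exchange thus rest in part on this rule. Another candidate explanation is that the plants behind the GJ libraries differed at these loci from the sequenced parental plants and from each other, which was found and tested on the same data, and RNA alone cannot tell a gene that is missing from one that is silent. In KJ all 21 genes of K that J lacks were expressed in every library, whereas 0 of 4 genes of J that K lacks were. Of these 4, 2 were near 0 in every KJ library.

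The departure from the middle parent differed between GJ and KJ in 189 genes, of which 67.7% were higher in GJ. With a linear mid-parent it did so in 69 genes, 27 higher and 42 lower, and 62 of the 189 were still called, all the same way. Other groupings of the libraries gave a count as large in 5 of 100 splits, the real one included, with a highest other count of 1357, so chance is not excluded. The labels of hybrids and of female parents were redrawn separately, so a split could keep the real grouping of GJ and KJ and regroup only G and K. A large count in another split may then hold the real difference between the hybrids, and the test cannot decide on chance. Under the rule for named genes the differences between hybrids were 2.60 on the log2 scale for Nitab4.5_0003513g0010 (adjusted p = 0.0206 from limma) and 2.55 for Nitab4.5_0001918g0020 (adjusted p = 0.0401 from limma), -5.92 for Nitab4.5_0006411g0010 (adjusted p = 2.31e-05 from limma) and -5.74 for Nitab4.5_0003151g0070 (adjusted p = 1.21e-09 from limma). Both of the former calls end when any 1 of several libraries is left out, GJ replicate 3, KJ replicate 1 and KJ replicate 3 among them, with log2 values from 2.20 to 2.85. Nitab4.5_0006411g0010 is among the 11 genes described above as near 0 in every GJ library and expressed in every G and J library. Without KJ replicate 1 the number of genes is 87 and without G replicate 1 it is 396, and it is 123 without G replicate 3, 116 without J replicate 3, 110 without K replicate 1, 104 without GJ replicate 2, 98 without GJ replicate 3 and 93 without KJ replicate 3.

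At most 0.1 FPKM in all 9 parental libraries and at least 1 FPKM in all 6 hybrid libraries, a class the paper does not discuss, was found for 2 genes, Nitab4.5_0005251g0020 and Nitab4.5_0008647g0010.

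Splits of the 9 libraries of a cross into 3 and 6 were counted in full for the comparison with the middle parent, in a fit of these libraries only. The real split called 1459 genes in GJ, the highest of the other splits 146, and 1 of 84 splits was as large, and in KJ the values were 3987, 103 and 1 of 84. This is the smallest share that 84 splits can give. Nearly all other splits mix libraries of different genotypes, so a genotype that stood apart for any reason would give this result. The test therefore shows that the hybrid libraries stand apart and not why. Splits of 3 libraries against 3 are too few for such a test, with 839 genes for the real split and 0 for the highest other between G and GJ, 1640 and 0 between J and GJ, 239 and 1 between G and J, 3200 and 0 between K and KJ, 4708 and 0 between J and KJ, and 126 and 0 between K and J.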

How the results depend on the processing

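The settings with G replicate 1, J replicate 2 and K replicate 2 left out, with K or G as a non-parent and with the nearest pattern at unadjusted p were chosen after the data were examined. The number of DEGs between a parent and a hybrid exceeded that between the parents of its cross under every alternative run. Without a filter on low values, in a fit of the 3 genotypes of a cross and in limma without trend and robust options every number of DEGs that could be computed stayed within 1.5 times its value, the difference between hybrids not being computable in a fit of the 3 genotypes of the cross. With a replicate block it was 1736 (G and GJ), 1299 (J and GJ), 3389 (K and KJ), 4445 (J and KJ) and 155 (difference between hybrids), and the overdominant shares 70.6% and 94.9%. The replicate numbers do not pair the libraries: 30 pairs of the same number had r from -0.46 to 0.55, with a median of -0.0343, after the genotype means were taken off. What depth limits could not be tested, since FPKM carries no count. DESeq2 was not run because it needs counts. Where not said otherwise below, the cause was not tested.

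With a pseudocount of 0.1, which enlarges the fold changes of genes at low FPKM, the middle parent and GJ differed in 2677 genes, K and KJ in 5721, J and KJ in 6974, the middle parent and KJ in 6714 and the hybrids' departures in 318, the overdominant shares were 76.0% and 96.2%, and 1123 genes were called the same way in G and GJ and in K and KJ. With a mean of at least 5 FPKM, which tests fewer genes, the numbers were 1108 (G and GJ), 870 (J and GJ), 1121 (middle parent and GJ), 161 (G and J), 2079 (K and KJ), 2721 (J and KJ), 2491 (middle parent and KJ), 64 (K and J) and 107 (between hybrids), with shares of 77.6% and 96.4%, 449 genes called the same way and 38 in place of 63 genes of the paper's lists called in either hybrid. With no fold threshold, which can only add genes, they were 5134, 4444 and 7448 for GJ against G, J and the middle parent, 12741, 14286 and 16716 for KJ against K, J and the middle parent, with shares of 85.2% and 98.2% and 2864 genes called the same way. With unadjusted p, which also can only add genes, J and GJ differed in 2084 genes, G and J in 612, K and J in 581 and the hybrids in 1339, and the share of KJ was 84.7%. Rescaling the libraries turned the split of calls in KJ from mostly lower to mostly higher. Higher were 34.4% of the calls against K, 39.7% against J and 38.7% against the middle parent as given, 62.3%, 60.4% and 63.8% with median-of-ratios scaling and 57.0%, 57.8% and 59.8% with quantile normalization. In the difference between hybrids the share higher in GJ was 67.7%, 51.5% and 43.9% in the same order. The median-of-ratios factors of the KJ libraries were 0.834 to 0.909, the lowest of all, so whether most DEGs of KJ are lower depends on the scaling and is not settled here. Quantile normalization gave an overdominant share of 93.1% in KJ, and a linear mid-parent 69 genes between hybrids. Placing genes by the nearest pattern gave 84.1% in GJ, with unadjusted p 82.3% in GJ and 91.3% in KJ, and over the non-additive genes only the shares were 74.7% and 96.0%. With G replicate 1, J replicate 2 and K replicate 2 left out, J and GJ differed in 2092 genes, K and KJ in 2204 and the hybrids in 420, with shares of 78.5% and 89.4%. Against K in place of G, GJ differed in 736 genes. The lowest correlation of a hybrid with its parent was 0.962 on the log2 scale and 0.883 on linear values.

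Leaving out each library in turn gave 1017 (without GJ replicate 1) to 2447 genes for G and GJ, 700 (without J replicate 1) to 1557 for J and GJ, 958 (without GJ replicate 1) to 2048 for the middle parent and GJ, 275 to 366 for G and J, 1917 (without K replicate 2) to 4400 for K and KJ, 3931 to 4632 for J and KJ, 3301 to 4517 for the middle parent and KJ, 104 to 186 for K and J and 87 (without KJ replicate 1) to 396 (without G replicate 1) between hybrids. The overdominant share ranged from 54.7% (without GJ replicate 1) to 75.0% in GJ and from 89.7% (without K replicate 2) to 96.4% in KJ, the number of genes called the same way in both crosses from 365 (without GJ replicate 1) to 960, and the called genes of the paper's lists from 56 to 67. A group left with 2 libraries takes its spread from the fit of all genotypes. The sign turned for Nitab4.5_0010541g0010 (ERF1/2) in the difference between hybrids, -0.0159 with quantile normalization in place of a positive value, and for Nitab4.5_0008957g0060 (cell differentiation) in GJ against the middle parent, 0.0737 without G replicate 1 and 0.25 with the 3 parental libraries left out, in place of -0.22, with -0.40 without GJ replicate 1 as the lowest. Neither gene was called there.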

Differences from the paper's values

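The counts below are set at the paper's fold limit of 1 on the log2 scale and at a p of 0.05, where the p here is adjusted and the paper's text does not say whether its p is. The fold limits are unlike too. The fold here is of log2(FPKM + 1) with FPKM as given, where the added 1 makes folds at low FPKM smaller, and the paper's is from DESeq2. For the DEGs, the overdominant genes and P7 to P12 the settings named are those whose value comes within 1.5 times the paper's, and every other alternative set before the data were examined stays outside it. For gene groups the alternatives named are those that changed a count towards the paper's, and single libraries were not left out. The nearest pattern with unadjusted p, and G replicate 1, J replicate 2 and K replicate 2 left out, were chosen after seeing the values.

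Between G and GJ the paper's counts are 1430 genes higher and 1697 lower in the hybrid, and the counts here are 889 and 908. For the higher genes a pseudocount of 0.1 (1105), median-of-ratios scaling (998), quantile normalization (966), unadjusted p (1196), no fold threshold (2115) and the fit without G replicate 3 (1279) come within the limit, and for the lower genes the pseudocount (1362), unadjusted p (1269), the fit without G replicate 3 (1168) and the fit with the 3 parental libraries left out (1188). Between J and GJ the paper's counts are 2015 and 1809 and those here 730 and 656, and no setting but no fold threshold (1807 and 2637) comes within the limit. Against the middle parent of GJ the paper's counts are 1613 and 1922 and those here 893 and 804, with a pseudocount of 0.1 (1219 and 1458) and, for the higher genes, the fit without G replicate 3 (1122) within it. For G and J the paper's counts are 302 and 291 and those here 178 and 173, with unadjusted p (303 and 309), no fold threshold (247 and 238) and, for the higher genes, the fit without G replicate 1 (203) within it.

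In the cross of K and J, the paper's count of genes higher in KJ than in K is 3082 and the count here 1186, and for J it is 4118 in the paper and 1786 here. No fold threshold (2601 and 3931) is the setting that comes within the limit. Against the middle parent the paper's counts are 3683 higher and 3874 lower and those here 1557 and 2462. For the higher genes no fold threshold (4041) comes within the limit, and for the lower genes a pseudocount of 0.1 (4776), the fits without K replicate 3 (2754) and without KJ replicate 2 (2760) and the linear mid-parent (2677). Median-of-ratios scaling gave 1982, 2587 and 2447 genes higher in KJ than in K, J and the middle parent. These counts are closer to the paper's and still outside the limit. For K and J the paper's counts are 283 and 342 and those here 51 and 104, with unadjusted p (263 and 318) within it.

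The paper's number of overdominant genes is 4284 in GJ and 8425 in KJ, and the numbers here are 816 and 2581. The paper assigned patterns with the STEM clustering software, whereas the patterns here come from pairwise calls. By calls, P7, P9, P10 and P11 also need the parents to be called different, which few genes were. No setting reaches the paper's number in GJ, and no fold threshold (10173) does in KJ. The paper's P7 to P12 in GJ hold 516, 857, 733, 238, 376 and 1564 genes, and those here 0, 344, 0, 2, 1 and 469. Within the limit are P8 with a pseudocount of 0.1 (592), unadjusted p (578), the nearest pattern (619), the nearest pattern with unadjusted p (755) and the 3 parental libraries left out (663), P10 with the nearest pattern (242) and with unadjusted p as well (339), and P12 with no fold threshold (1168), and for P7, P9 and P11 no setting is. In KJ the paper's P7, P9, P10, P11 and P12 hold 1375, 772, 373, 1160 and 2750 genes and those here 2, 1, 0, 1 and 931, of which P12 comes within the limit with no fold threshold (2149) and the others under no setting.

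The paper states that its 7 PR-1 genes were highly expressed, at 50 FPKM or more, and 2 of them had such a mean in a hybrid here, a count of the deposited FPKM for which no alternative was run.

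The paper states that most genes of cell differentiation were up-regulated overdominant. Of the 25 tested, 4 in GJ and 4 in KJ were called so and 3 and 7 were down-regulated overdominant, and by the nearest pattern 11 in GJ and 11 in KJ were up and 13 and 14 down. With median-of-ratios scaling 4 were up and 1 down in GJ and 4 and 5 in KJ, and with quantile normalization 4 and 1 in GJ and 4 and 4 in KJ. In GJ 4 and 1 were so in a fit of the 3 genotypes of the cross, 4 and 2 without a filter on low values and with a replicate block, and 3 and 1 of 8 with a mean of at least 5 FPKM, and in KJ 3 and 2 of 8 with the latter and 4 and 6 with the replicate block. With a pseudocount of 0.1, unadjusted p or no fold threshold 5 were up in GJ, beside 5, 3 or 7 down, and with the 3 parental libraries left out 5 were up and 5 down in GJ and 2 and 6 in KJ. The genes it names as highly expressed in the hybrids were all called up-regulated overdominant in both.

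The paper states that ETR2, EIN3 and EBF1/2 were up-regulated overdominant in both hybrids. At the thresholds used, 0 of 4 ETR, 0 of 1 EIN3 and 1 of 3 EBF1/2 genes were in GJ and 2, 0 and 2 in KJ, and all 8 had means above both parents. With no fold threshold EIN3 was called in GJ and 3 ETR genes in KJ, the latter also with a pseudocount of 0.1, median-of-ratios scaling or quantile normalization. For EBF1/2 median-of-ratios scaling, unadjusted p and the 3 parental libraries left out gave 2 in GJ and 3 in KJ, and a fit of the 3 genotypes of the cross 3 in KJ. The nearest pattern put 4 ETR, 1 EIN3 and 3 EBF1/2 genes among the up-regulated in GJ and 3, 1 and 3 in KJ. The PP2C genes, which the paper states were up-regulated overdominant in both, were so for 4 of 5 in GJ and 2 of 5 in KJ, for 5 and 3 with no fold threshold and for 5 and 5 by the nearest pattern, for 3 in KJ with a pseudocount of 0.1, median-of-ratios scaling or quantile normalization, and for 5 in GJ with the 3 parental libraries left out. TGA, down-regulated overdominant in the paper, was called in neither hybrid, was called so in KJ with a pseudocount of 0.1, and lay in a down-regulated pattern by the nearest of them in both.

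The legends of Figures 6 and 7 state that the listed genes were overdominant in both hybrids. Of the 72 tested, 24 were called overdominant in GJ, 32 in KJ and 18 in both the same way. The nearest pattern, which places a gene by its genotype means without a test, put nearly all of them in an overdominant pattern. The exceptions were in cell differentiation in GJ (11 up and 13 down of 25) and among the ETR genes in KJ (3 up and 0 down of 4). The 3 AUX1 genes were called so in neither, and were called below both parents in KJ with no fold threshold or a pseudocount of 0.1. By the nearest pattern all 3 were down-regulated overdominant in GJ and in KJ. The ERF1/2 genes Nitab4.5_0000734g0020, Nitab4.5_0002683g0020 and Nitab4.5_0009888g0030 had means below both parents in GJ and above both in KJ. The up-regulated genes of proliferation and growth, 3 and 5 in the paper, were called up-regulated overdominant for 1 and 2 in GJ and 2 and 3 in KJ, for all by the nearest pattern, and all had means above both parents. Of the 3 of proliferation, 2 were called in GJ with unadjusted p and 3 in KJ with median-of-ratios scaling. The paper states that the 6 genes of highest connectivity were up-regulated overdominant, as were 4 in GJ and 6 in KJ, and 5 in GJ with no fold threshold. By the nearest pattern all 6 were up-regulated overdominant in GJ and in KJ. The paper states that expression coverage did not differ between hybrids and parents, and the number of genes with at least 1 FPKM was 33594 in the hybrids and 34888 in the parents (exact permutation test, p = 5.99e-04), while the number above 0 FPKM gave p = 0.761 in the same test. That test treats the libraries as independent, which those of a genotype are not. It was not repeated after rescaling, so it does not settle the paper's statement. In Figure 9 the RT-qPCR bar of AUX1 in KJ lies between those of K and J, and its FPKM in KJ was the lowest of the 5 genotypes.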

Other observations

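Over the 85 genes of the paper's hormone, cell, RT-qPCR and co-expression lists, 83 could be tested and 63 were called against the middle parent in at least 1 hybrid, 29 higher and 16 lower in GJ and 33 higher and 21 lower in KJ. Both hybrids shared 36 of these calls, 24 higher and 12 lower. For 62 of the genes all 3 GJ libraries lay beyond all 6 parental libraries and for 65 all 3 KJ libraries did. The study chose the lists on these samples, so the counts are no independent evidence. Among the 1004 genes called against the middle parent in both hybrids, comparisons that share the J libraries, 599 had the larger fold in KJ, and the median absolute log2 fold change was 1.56 in KJ and 1.40 in GJ.

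Genes expressed in only 1 parent of a cross, with at least 5 FPKM in each of its libraries and at most 0.1 FPKM in each library of the other, were followed into the hybrid. All 13 genes of J that G lacks were expressed in every GJ library, at a median of 77.9% of J. Of 21 genes of G that J lacks, 4 were expressed in every GJ library, and 14 of the others were lacking in GJ replicate 1 alone. All 21 genes of K that J lacks were expressed in every KJ library, at a median of 65.0% of K, and 0 of 4 genes of J that K lacks were. Of the genes with at most 0.1 FPKM in every library of both parents, 9 had at least 1 FPKM in every GJ library and 9 in every KJ library.

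On the first principal component the lowest libraries were G replicate 1 at -81.5, K replicate 2 at -75.4 and J replicate 2 at -57.0, which were chosen for leaving out after this was seen. GJ replicate 1 lay at 62.1 and the other GJ libraries at 23.0 and 22.6.

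In the paper's Supplementary Table 1 of root numbers, the middle of the 3 values of a genotype lies within 0.5 of the mean of the other values in 17 of 19 genotypes, with a largest gap of 5, and 8 of the 57 values are not whole numbers.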
